# Sex differences in the effects of prenatal bisphenol A exposure on autism-related genes and their relationships with the hippocampus functions

**DOI:** 10.1038/s41598-020-80390-2

**Published:** 2021-01-13

**Authors:** Surangrat Thongkorn, Songphon Kanlayaprasit, Pawinee Panjabud, Thanit Saeliw, Thanawin Jantheang, Kasidit Kasitipradit, Suthathip Sarobol, Depicha Jindatip, Valerie W. Hu, Tewin Tencomnao, Takako Kikkawa, Tatsuya Sato, Noriko Osumi, Tewarit Sarachana

**Keywords:** Chemical biology, RNA, Cellular neuroscience, Molecular neuroscience

## Abstract

Our recent study has shown that prenatal exposure to bisphenol A (BPA) altered the expression of genes associated with autism spectrum disorder (ASD). In this study, we further investigated the effects of prenatal BPA exposure on ASD-related genes known to regulate neuronal viability, neuritogenesis, and learning/memory, and assessed these functions in the offspring of exposed pregnant rats. We found that prenatal BPA exposure increased neurite length, the number of primary neurites, and the number of neurite branches, but reduced the size of the hippocampal cell body in both sexes of the offspring. However, in utero exposure to BPA decreased the neuronal viability and the neuronal density in the hippocampus and impaired learning/memory only in the male offspring while the females were not affected. Interestingly, the expression of several ASD-related genes (e.g. *Mief2*, *Eif3h*, *Cux1*, and *Atp8a1*) in the hippocampus were dysregulated and showed a sex-specific correlation with neuronal viability, neuritogenesis, and/or learning/memory. The findings from this study suggest that prenatal BPA exposure disrupts ASD-related genes involved in neuronal viability, neuritogenesis, and learning/memory in a sex-dependent manner, and these genes may play an important role in the risk and the higher prevalence of ASD in males subjected to prenatal BPA exposure.

## Introduction

Bisphenol A (BPA) is an endocrine-disrupting chemical found in polycarbonate plastic products, linings inside food cans, epoxy resins, thermal receipts, and micro/nanoplastics^1–5^. Once exposed to a high temperature or basic/acid conditions, BPA can leach out from these products or micro/nanoplastics, and contaminate food or pollute the environment^6–8^. Recent studies have shown that humans are widely exposed to BPA^9,10^. Several studies in rodents and human tissues have shown that BPA can circulate throughout the body and readily transfer across the placenta^11–13^ and the blood–brain barrier^14,15^. Calafat and colleagues have measured the urinary concentration of BPA in more than 2500 participants who were older than 6-years-old and found that BPA was detectable in as much as 92.6% of the population^9^. BPA was also detectable in the human placenta, cord serum, neonatal urine, maternal urine, maternal serum, and breast milk^16^.

BPA is thought to be an environmental risk factor for neurological disorders, including autism spectrum disorder (ASD)^17–21^, Alzheimer’s disease^22^, and others^23,24^. Autism spectrum disorder (ASD) is a neurodevelopmental disorder characterized by (1) deficits in social interaction and communication, and (2) restricted interests and repetitive/stereotyped behaviors, with high heterogeneity of clinical manifestations and molecular signatures^25–30^. ASD occurs in all racial, ethnic, and socioeconomic groups, with the prevalence of 1 in 54 children in the United States according to the Autism and Developmental Disabilities Monitoring (ADDM) Network, the Centers for Disease Control and Prevention (CDC)^31^. ASD is at least four times more common in males than in females. The exact causes and the molecular mechanisms underlying the male bias of ASD remain unclear but are thought to involve both genetic and environmental factors^32–36^, as well as epigenetic regulatory mechanisms, including DNA methylation^37,38^, histone modifications^39,40^, and RNA-associated mechanisms^41^. Environmental pollutants that have been associated with increased susceptibility of ASD include BPA^17,18,42^, phthalates^43,44^, pesticides^42,45^, cigarette smoke^46^, lead^47^, and mercury^48^. Elevated levels of BPA have been reported in the blood and urine of children with ASD^19–21^. Kondolot et al. found that plasma BPA levels of children with pervasive developmental disorder not otherwise specified (PDD-NOS) which is a subtype of ASD were significantly higher than age-/sex-matched typically developing children^20^. Consistently, Kardas et al. reported that children with autism spectrum disorder had significantly increased serum BPA concentrations compared to unaffected individuals^19^.

BPA altered gene expression profiles in various brain regions of prenatally exposed rodent offspring, including the hippocampus^17,49^, hypothalamus^49^, cerebellum^50^, and prefrontal cortex^51^. Arambula et al. investigated the effects of prenatal BPA exposure on the hippocampal and hypothalamic transcriptome of the offspring using RNA-seq and qRT-PCR analyses. They found that BPA induced sex-specific effects on hypothalamic *ERα* and *ERβ* (*Esr1* and *Esr2*) expression and hippocampal and hypothalamic oxytocin (*Oxt*) expression^49^. It is noteworthy that these genes have been implicated in ASD susceptibility and the male bias of ASD^52,53^. In addition, we have recently performed a transcriptome profiling analysis of hippocampal tissues isolated from neonatal pups prenatally exposed to BPA or vehicle control using the RNA-seq technique^17^. We found that as many as 2078 genes and 3522 genes were significantly differentially expressed in the hippocampus of BPA-treated male and female pups, respectively, compared to controls. These genes were predicted to be significantly associated with ASD, and the differentially expressed genes in male hippocampal tissues tended to exhibit stronger associations with ASD genes than those in female tissues. The reanalysis of transcriptome profiling data from previously published BPA studies also showed that BPA-responsive genes were significantly associated with ASD-related genes^17^. These findings strongly support that prenatal BPA exposure may increase the risk and involve in the male bias of ASD.

There is accumulating evidence that exposure to BPA impaired neurological functions and behaviors, including synaptogenesis^54^, neuronal differentiation^55^, social interaction^56^, anxiety^57^, and learning/memory^58–62^, all of which have been associated with ASD^63–65^. Zhang et al. reported that postnatal exposure to BPA decreased dendritic spine density in the hippocampus and impaired spatial learning and memory ability in rats^61^. The same group of researchers also investigated the effects of maternal exposure to BPA on the offspring by treating pregnant mice with BPA daily until weaning^62^. Similarly, they found that maternal BPA exposure reduced neuron quantities and spine densities in the hippocampus of offspring, and impaired the learning and memory ability of male offspring. Although these studies provided supporting evidence that BPA exposure can disrupt neurological functions and behaviors related to ASD, the link between the dysregulations of ASD-related genes and the altered neurological functions resulting from BPA exposure has never been investigated. Moreover, since most studies that investigated the effects of maternal exposure to BPA would treat the animals from the gestational period to weaning, it is difficult to distinguish between the effects of prenatal and postnatal exposure to BPA on the offspring brain. Inasmuch as ASD is known to be an early-onset disorder and its pathobiology is thought to occur as early as in the embryonic stage^66,67^, it is important to focus on the prenatal effects to understand the role of BPA in ASD susceptibility.

In this study, we sought to investigate the effects of prenatal exposure to BPA on hippocampal cell viability, neuritogenesis, and learning/memory, and also identify BPA-responsive genes that are associated with those functions and ASD. First, we obtained the transcriptome data of hippocampal tissues isolated from rat offspring prenatally exposed to BPA or control and reanalyzed the data to identify genes that were dysregulated in response to BPA and significantly associated with neuronal viability, neuritogenesis, and learning/memory. Those genes were then selected for further confirmation by qRT-PCR analysis. To investigate the effects of direct BPA exposure on hippocampal cell viability, in vitro cell viability assays were performed using primary rat hippocampal cells treated with BPA or vehicle control in culture. Moreover, in vivo assays were also performed to confirm the effects of prenatal BPA exposure on the viability of hippocampal neurons using confocal immunofluorescence microscopy analysis of hippocampal tissues from rat offspring prenatally exposed to BPA or vehicle control. To investigate the effects of prenatal BPA exposure on neuritogenesis, neurite formation assays were performed using primary hippocampal cells isolated from the rat offspring that were prenatally exposed to BPA or vehicle control. The T-maze and novel object recognition tests were conducted to assess the learning and memory ability of rat offspring. The correlation analyses between the expression levels of BPA-responsive genes which are also ASD candidate genes and the neurological functions were performed to investigate the relationships between those genes and the neurological functions altered by prenatal BPA exposure.

## Results

### Prenatal BPA exposure altered the expression of genes associated with neuronal viability, neuritogenesis, and learning/memory in the hippocampus

Our previous study has already shown that maternal BPA exposure dysregulated transcriptome profiles of ASD-related genes in the offspring hippocampus^17^, but the effects of prenatal exposure to BPA on neurological functions and behaviors associated with the brain region are still unclear. To select neurological functions and behaviors impacted by prenatal BPA exposure for further investigations, we reanalyzed our previously published transcriptome profiling data. First, we obtained the lists of BPA-responsive genes from our previous RNA-seq analysis of hippocampal tissues isolated from neonatal rats prenatally exposed to BPA. These data were provided in the NCBI Gene Expression Omnibus (GEO) datasets database (accession: GSE140298; https://www.ncbi.nlm.nih.gov/gds/). Regarding the samples used for the RNA-seq analysis, RNA samples were isolated from hippocampal tissues of neonatal rat pups (postnatal day 1, PND1) whose mothers were exposed to BPA at 5000 µg/kg maternal body weight daily (BPA n = 6, male pups n = 3 and female pups n = 3) or to vehicle control (control n = 6, male pups n = 3 and female pups n = 3) from gestational day 0 (GD0) until parturition as shown in Supplementary Fig. S1. 

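Hippocampal RNA was sequenced as 4 libraries: control male, control female, BPA male and BPA female. There was 1 library per condition, each made from the pooled hippocampi of 3 pups at postnatal day 1, so a treatment has 2 libraries and a sex has 2 libraries. Xist, the RNA that silences an X chromosome in females, and the Y-linked genes that were detected matched the sex in the label in each of the 4 libraries. The authors deposited normalized values, read here as FPKM (fragments per kilobase of transcript, scaled to library size) because the values multiplied by transcript length sum to about the same total in every library. The aligner, the counting program, the genome build and the annotation are not given in the sources used here. The values cover 16878 features in the male libraries and 16942 in the female libraries, of which 16375 are in both. Of 17445 features in all, 13984 are known genes and 3461 (19.8%) are transcripts that the authors assembled and described by their best protein match. The lowest value, 0.01 FPKM, stands for no detected expression. The steps between low values gave an estimated depth of 8895000 fragments in control male, 8630000 in control female, 8925000 in BPA male and 8800000 in BPA female. Between 94.2% and 97.9% of the low values in a library lay within 0.15 of a whole number of fragments (30.0% would by chance). Across features, Spearman's correlation between libraries was between 0.979 and 0.984 (features are not independent replicates). Both sexes combined were compared with limma on log2(FPKM + 1), 2 libraries against 2, for features of at least 1 FPKM in at least 2 libraries. Within a sex there is no replicate, so differences are given as log2 ratios of FPKM + 1 for features with at least 20 estimated fragments over both libraries, without a p-value. Their 95% intervals are exact conditional binomial intervals from the estimated fragments and cover counting error only. Where the transcripts of a gene are summed, the ratio is that of summed FPKM and the interval that of summed fragments. Such an interval need not be centred on its ratio.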

All replicates were obtained from independent litters. A total of 4525 genes were identified to be significantly differentially expressed in the hippocampus of pups prenatally exposed to BPA compared to controls when all male and female pups were combined. 

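In both sexes combined, the β-globin gene Hbb-bs was at 22.3 and 21.7 FPKM in the male and female BPA libraries and at 47.8 and 42.7 FPKM in the controls, a log2 fold change of -1.01 (standard error 0.11, n = 2 libraries per treatment, adjusted p = 0.201 from limma). The β-globin-like gene Hbbl1 went the other way, at 42.3 and 55.9 FPKM in BPA and 1.83 and 17.2 FPKM in controls. Lower Hbb-bs is therefore no measure of β-globin as a whole. The genes named in this paragraph were ranked by the p from limma among known genes with a mean of at least 5 FPKM and the same direction in both sexes. The others with lower values in BPA were Gpr37l1, a receptor of astrocytes (log2 fold change -0.78), the β-globin gene Hbb-b1 (-0.74) and the matricellular protein gene Nov (-0.86). They were followed by the peroxisomal carnitine octanoyltransferase gene Crot (-0.71), the ciliary transport gene Ift172 (-0.56), the astrocyte water channel gene Aqp4 (-0.47), the tRNA dihydrouridine synthase gene Dus2 (-0.54), the collagen gene Col1a1 (-0.98) and the endoplasmic reticulum chaperone gene Hsp90b1 (-0.42). Among genes with higher values, Rprm, a mediator of cell cycle arrest, was at 38.9 and 49.9 FPKM in BPA and at 28.2 and 27.4 FPKM in controls (log2 fold change 0.65, standard error 0.14, adjusted p = 0.970 from limma). In the same direction, the kinetochore gene Cenpl had a log2 fold change of 0.60, the Mediator subunit gene Med7 one of 0.53 and the RNA exosome gene Exosc7 one of 0.51. The list ends with the cytochrome oxidase assembly gene Cox16 (0.52), the glutathione transferase gene Gsta4 (0.52, and 0.26 with its 2 features summed), the phosphatase gene Ctdspl2 (0.53), the splicing gene Txnl4a (0.47) and Wdr53 (0.67). Without a term for sex, no feature of the 13717 tested passed an adjusted p of 0.05 from limma. In that model 669 had an unadjusted p under 0.05 (230 higher and 439 lower in BPA), where chance alone gives 686.
Ribosomal protein genes were higher in BPA in 64 of 68 cases, with a median log2 fold change of 0.11 (adjusted p = 2.35e-08 from limma's camera with a preset correlation, p = 0.208 with an estimated correlation). Genes of cholesterol synthesis were lower in 20 of 22 cases, with a median of -0.18 (camera adjusted p = 1.26e-05, p = 0.0818 with an estimated correlation). Cell cycle genes were lower in 28 of 37 cases, with a median of -0.19 (camera adjusted p = 0.00117, p = 0.0863 with an estimated correlation). Genes of the response to thyroid hormone were lower in 13 of 15 cases (median -0.14, camera adjusted p = 0.0258, p = 0.260 with an estimated correlation), and splicing factors were higher in 21 of 30 cases (median 0.05, camera adjusted p = 0.0304, p = 0.245 with an estimated correlation). Markers of other cell types were among the lists. Ependymal markers were lower in 6 of 6 cases (median -0.42, camera adjusted p = 5.18e-04, p = 0.121 with an estimated correlation), and astrocyte markers in 7 of 10 cases (median -0.32, camera adjusted p = 0.00372, p = 0.0848 with an estimated correlation). Meningeal fibroblast markers were lower in 9 of 9 cases (median -0.72, camera adjusted p = 7.83e-06, p = 0.212 with an estimated correlation), and choroid plexus markers were higher in 7 of 8 cases (median 0.33, camera adjusted p = 0.0258, p = 0.375 with an estimated correlation). Of 43 lists tested, 13 passed camera with the preset correlation and 0 passed with an estimated correlation or with fry, and no gene of any list passed limma over all genes without a term for sex. With 2 libraries per treatment, the estimated correlation leaves so few degrees of freedom that a list could hardly pass. Failing it therefore does not count against a list. The preset correlation is a fixed value that does not come from these libraries, so passing it does not settle the matter either. Adjusted over the list alone, 4 astrocyte, 3 ependymal, 2 meningeal, 2 pericyte and 2 erythroid markers passed, and 1 each of choroid plexus, CA1 and excitatory neuron markers. With sex as a term in limma, 1204 features had an unadjusted p under 0.05 (477 higher and 727 lower in BPA), where chance alone gives 686. Only Hbb-bs and an assembled transcript of Fam114a2 then passed after adjustment. With that term 18 lists passed camera with the preset correlation, and 0 passed with an estimated correlation or with fry's test of direction. In fry's mixed test, which allows both directions, the oligodendrocyte lineage list passed with that term (adjusted p = 0.0233). With the features of a gene summed, 2 pericyte, 2 meningeal and 2 erythroid markers then passed limma over all genes, and 1 each of the astrocyte, oligodendrocyte, choroid plexus, CA1 and excitatory neuron markers. Adjusted over the list alone, 6 meningeal, 6 astrocyte and 4 ependymal markers and 3 cholesterol genes were among those that passed with that term. Without the control female library Hbbl1 and assembled transcripts of Tp53bp1 and Smarcc2 passed, and without BPA male 1 unnamed transcript did, all of them named here after their values were seen.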

A separate analysis of male and female pups identified 2078 and 3522 significantly differentially expressed genes in males and females, respectively. These lists of DEGs were reanalyzed through the use of IPA (QIAGEN Inc.,https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis)^68^ to predict neurological functions and behaviors associated with the hippocampus. 

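The genes named next were ranked among known genes with at least 50 estimated fragments over both libraries of a sex, with assembled transcripts left out. In males, the known genes with the highest ratios of BPA to control were Hbbl1, a β-globin-like gene (1.83 to 42.3 FPKM, log2 ratio 3.94), the ferritin light chain gene Ftl1 (8.50 to 66.7 FPKM, 2.83) and Hmgb2l1 (1.08 to 7.00 FPKM, 1.94). They were followed by Ttr, which encodes transthyretin, the thyroxine carrier secreted by the choroid plexus (log2 ratio 1.42), the transcriptional repressor gene Snai1 (1.12), Trim45 (1.10), the transferrin gene Tf (1.06), the thyroid hormone deiodinase gene Dio3 (0.94), Mfrp (0.92) and the phosphatase inhibitor gene Ppp1r14b (0.91). The lowest ratios of known genes in males were those of Moap1, a modulator of apoptosis (6.37 to 1.12 FPKM, log2 ratio -1.80), Ptges3l1 (-1.26), the transcription factor gene Zic4 (-1.11) and the cap-binding gene Ncbp2 (-1.08). Some assembled transcripts lay lower, such as 1 of Tp53bp1 (22.2 to 0.92 FPKM, -3.60). The known genes after Ncbp2 were the smooth muscle gene Tagln (4.46 to 1.71 FPKM, -1.01), the collagen prolyl hydroxylase gene P4ha3 (2.97 to 0.99 FPKM), the stress response gene Gadd45a (-0.95) and the ribosomal protein gene Rps28 (-0.94), with the β-globin genes Hbb-bs (-1.07) and Hbb-b1 (-0.95) between them. Among the highest ratios of known genes in females were those of Ttr (3.96 to 42.4 FPKM, log2 ratio 3.13), the mitochondrial ribosomal protein gene Mrps34 (1.27 to 12.2 FPKM, 2.54) and Hbbl1 (17.2 to 55.9 FPKM, 1.65). Next were the nucleoside diphosphate kinase gene Nme3 (1.61), Zfp707 (1.13), Sbsn (1.07), Rnf151 (22.0 to 45.6 FPKM) and the zinc finger gene Tshz3 (6.99 to 14.8 FPKM), and Myh9l1 was at 0.01 and 3.51 FPKM. The lowest ratios of known genes in females were those of Ptgds, the prostaglandin D synthase of meninges and oligodendrocytes (209.3 to 18.1 FPKM, log2 ratio -3.46), the tRNA splicing gene Tsen34l1 (-2.83) and the tight junction gene Cldn11 (6.81 to 0.57 FPKM, -2.31). Next were the sulfate transporter gene Slc13a4 (-1.98), the small proteoglycan gene Ogn (-1.94), the astrocyte gap junction gene Gjb6 (-1.91), Dio3 (4.68 to 0.57 FPKM, -1.86), the dicarboxylate transporter gene Slc13a3 (-1.84) and the growth factor gene Igf2 (-1.74), and Zfp36l2 was at 3.58 and 0.01 FPKM. In control male, control female and BPA male, Ptgds was at 28.9, 209.3 and 40.2 FPKM, Igf2 at 8.86, 29.6 and 10.9 FPKM and Gjb6 at 1.08, 4.51 and 0.83 FPKM. Cldn11, Slc13a4, Ogn and Slc13a3 were also highest in the control female library, but Tsen34l1 and Dio3 were not. For the genes highest there, an effect of BPA in females cannot be told from a difference of that 1 library.
A total of 274 of 14223 features differed at least 2-fold in males (134 higher and 140 lower in BPA), and 357 of 14206 did in females (151 higher and 206 lower). The female and male controls differed at least 2-fold in 348 of 14215 features, and the female and male BPA libraries in 276 of 14062. The ratios named above are those of single features. With all features of a gene summed, a comparison chosen after the values were seen, the log2 ratio in males was 2.58 for Hbbl1, -0.09 for Ftl1, -0.17 for Ncbp2 and -0.09 for Rps28, and in females it was 1.85 for Hbbl1 and 0.48 for Zfp707, with Zfp36l2 at 9.41 FPKM in control and 8.84 FPKM in BPA. Counting error alone gave on average 3.07 such features in males and 2.65 in females. Assembled transcripts made up 246 of the features in males and 290 in females, and known genes 28 in males and 67 in females (12 higher and 55 lower). Summing the features of each gene left 69 genes in males and 110 in females.

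**Figure D1:**
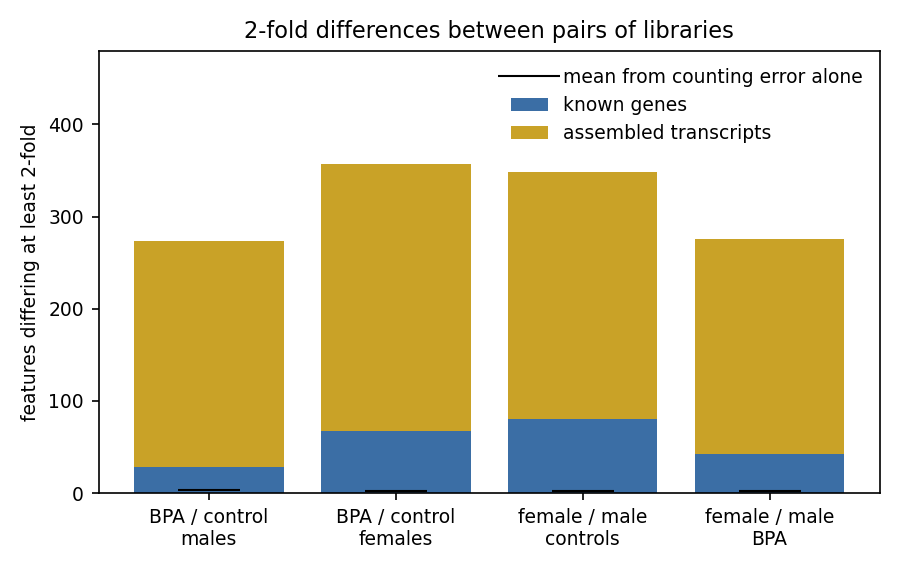
Number of features that differed at least 2-fold in each pair of libraries, split into known genes and assembled transcripts, with the mean number from counting error alone as a black line. The 2 comparisons of BPA with control (274 and 357 features) lie in the same range as the 2 comparisons of female with male (348 and 276 features).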

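Opposite ratios in males and females, taken from known genes with at least 100 estimated fragments in each sex and ranked by the smaller of the 2 absolute log2 ratios, were largest for Kpna2, a nuclear import gene (16.1 to 27.9 FPKM from control to BPA in males, 17.5 to 6.63 FPKM in females). With its 3 features summed, Kpna2 went from 37.3 to 35.1 FPKM in males and from 37.6 to 38.0 FPKM in females. Fam241a (9.86 to 5.78 FPKM in males, 5.86 to 11.1 FPKM in females), the NAD synthetase gene Nadsyn1 (2.98 to 4.84 FPKM and 5.77 to 3.40 FPKM), the Mediator subunit gene Med30 (17.4 to 12.1 FPKM and 9.36 to 13.7 FPKM), Fam227a (4.56 to 6.80 FPKM and 8.00 to 4.72 FPKM) and Ogn (1.74 to 2.79 FPKM and 10.8 to 2.07 FPKM) followed. Of 67 features that differed at least 2-fold in both sexes, 41 had the same direction and 26 the opposite one (61.2% the same, exact 95% interval 48.5% to 72.9%), where independent lists give 50.1%. Only 2 of the 67 were known genes. The interval takes features as independent, which transcripts of the same gene are not, so it does not test agreement between the sexes. With 1 library per condition, a difference between the sexes in the effect of BPA could not be tested.
Markers of the tissue around the hippocampus differed between the same libraries. Among meningeal fibroblast markers, Col1a1 was at 16.7, 28.3, 10.3 and 10.8 FPKM in control male, control female, BPA male and BPA female, Dcn, a matrix proteoglycan gene, was at 20.8 FPKM in control female and 8.10 FPKM in BPA female, and Aldh1a2, which makes retinoic acid, was at 10.2 and 3.54 FPKM. All 9 markers with at least 20 estimated fragments were lower in BPA than in control females, with a median log2 ratio of -1.25, below each of 10000 random lists of matched expression; Foxd1, under that minimum, was at 0.29 and 0.43 FPKM. The same list had a median of 1.13 between female and male controls, -0.19 between BPA and control males and 0.11 between female and male BPA libraries. The choroid plexus markers had a median of 0.63 in males and -1.21 between female and male BPA libraries, and Ttr itself was at 256.5 FPKM in control male and 689.5 FPKM in BPA male. Of the 10 markers other than Ttr, 10 were higher in BPA in males and 4 in females. The smooth muscle gene Acta2 was at 8.71 FPKM in control female and 1.95 FPKM in BPA female, and endothelial markers had a median of -0.36 in females, with Kdr, a receptor for vascular endothelial growth factor, at 8.96 and 5.86 FPKM.

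**Figure D2:**
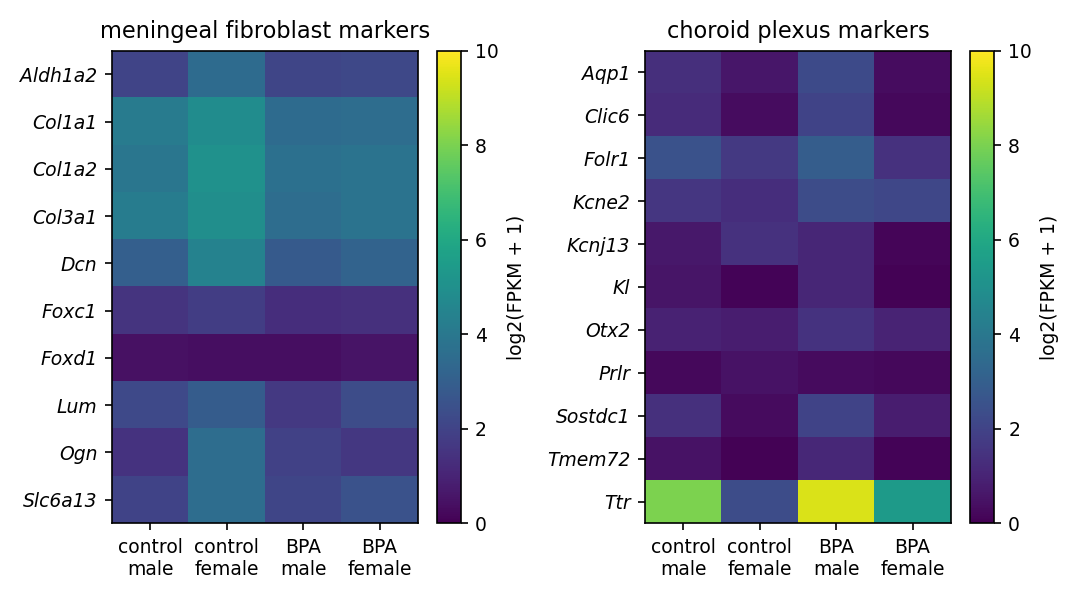
Expression of meningeal fibroblast and choroid plexus markers in the 4 libraries, as log2(FPKM + 1) on a color scale, 1 library per column. Of 10 meningeal markers, 9 are highest in the control female library, and Ttr is highest in the BPA male library.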

The IPA analysis revealed that the DEGs in the hippocampal tissues were significantly associated with “cell death and survival” and “neuritogenesis” (*P* value < 0.05, Supplementary Table S1). 

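Genes that execute or restrain apoptosis went in both directions. In males, Birc5, an inhibitor of apoptosis that also acts in mitosis, was at 4.46 FPKM in control and 7.07 FPKM in BPA, the pore-forming Bak1 at 10.1 and 7.47 FPKM, the p53 ligase gene Mdm2 at 16.4 and 20.3 FPKM, and the mitochondrial death effector Aifm1 at 11.9 and 9.58 FPKM. In females, the caspase gene Casp6 was at 2.76 and 0.96 FPKM, the death receptor adaptor Fadd at 1.58 and 2.63 FPKM, and the caspase inhibitor Xiap at 11.1 and 8.35 FPKM. In both sexes combined, 19 of 33 apoptosis genes were higher and 14 lower in BPA (limma's camera p = 0.502 with the preset correlation, p = 0.631 with an estimated one), and none passed limma when adjusted over the list alone. Genes of mitochondrial fusion, fission and transport were higher in 8 of 18 cases (p = 0.920 from limma's camera, p = 0.924 with an estimated correlation), with the quality-control protease gene Oma1 at 1.65 and 1.15 FPKM in males and 1.10 and 1.86 FPKM in females.
Among genes of neurite outgrowth and axon guidance, the attractant gene Ntn1 was at 3.41 FPKM in control and 1.48 FPKM in BPA in males, and at 1.51 and 2.93 FPKM in females. The neurofilament gene Nefh was at 2.86 and 1.37 FPKM in males, the ephrin genes Efnb2 at 22.9 and 36.0 FPKM and Efna5 at 4.84 and 3.09 FPKM, and in females the netrin receptor genes Unc5c at 4.51 and 2.88 FPKM and Unc5d at 15.3 and 11.4 FPKM. Of 59 genes of this list, 34 were higher and 25 lower in both sexes combined (limma's camera p = 0.439, p = 0.433 with an estimated correlation), and none passed limma when adjusted over the list alone. Within males its median log2 ratio of 0.01 lay at percentile 81.2 of random lists of matched expression, and within females its median of 0.00 lay at percentile 7.14.

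**Figure D3:**
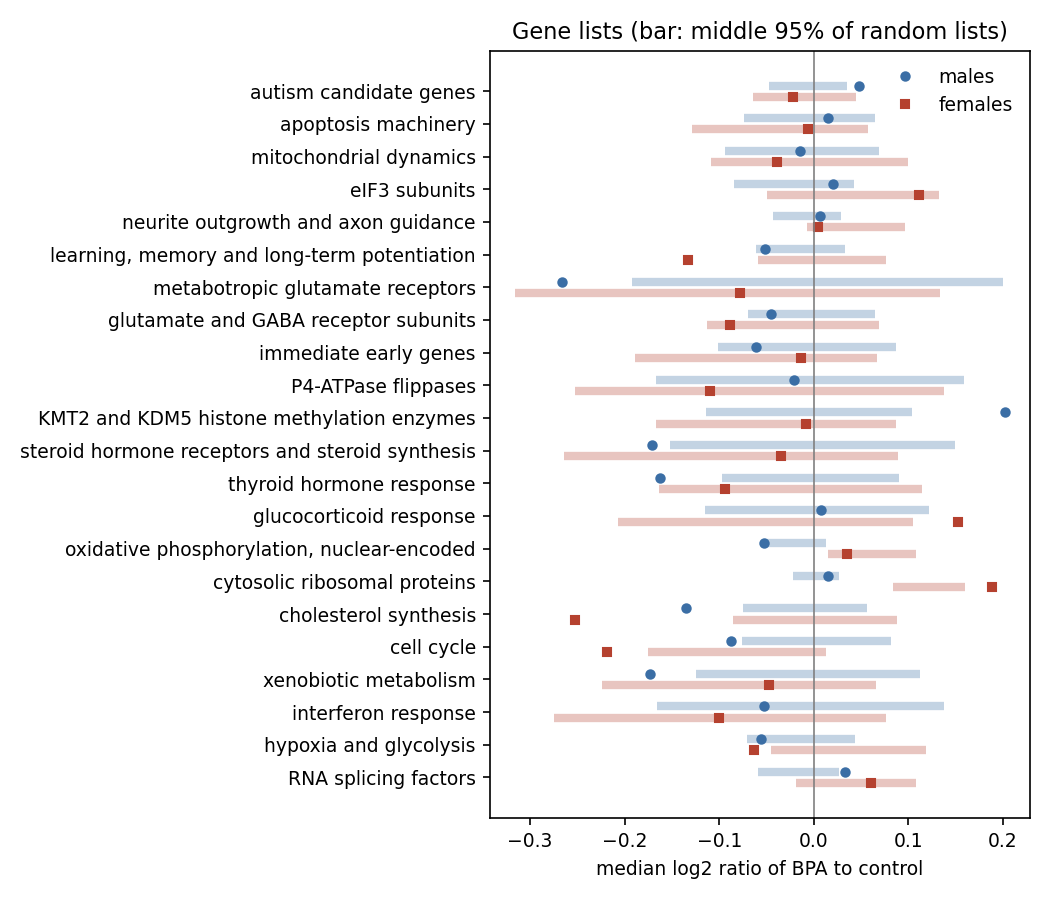
Median log2 ratio of BPA to control for each list of genes with a function, in males (circles) and in females (squares), with the middle 95% of 10000 random lists of matched expression as a bar. Apoptosis and neurite outgrowth lie inside their bars in both sexes, and cholesterol synthesis lies below its bar in both.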

Behaviors related to the hippocampus, including “learning”, “memory”, and “spatial learning”, were also significantly associated with DEGs (*P* value < 0.05, Supplementary Table S1).

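In females, genes of learning, memory and long-term potentiation were lower in BPA in 32 of 40 cases, with a median log2 ratio of -0.13, below every one of 10000 random lists of matched expression. The largest differences in females were in the protein kinase C gene Prkca (19.6 FPKM in control and 12.8 FPKM in BPA), the AMPA receptor gene Gria2 (68.8 and 51.9 FPKM), the kinase gene Camk2d (10.9 and 8.14 FPKM) and the NMDA receptor gene Grin2a (4.39 and 3.21 FPKM). In the male control and BPA libraries Prkca was at 17.1 and 14.9 FPKM and Gria2 at 50.3 and 53.3 FPKM, so Gria2 stood apart in the control female library. A comparison with random lists sets 1 library against 1 and takes genes as independent, and it also put more lists beyond its 95% range between the sexes at the same treatment than the share of 5% would give. In males, 25 of 40 were lower, with a median of -0.05 at percentile 6.73, and Camk2d (8.40 and 10.6 FPKM), Gria3 (13.0 and 16.5 FPKM) and the adenylyl cyclase gene Adcy8 (1.56 and 2.18 FPKM) were higher. Metabotropic glutamate receptors were lower in 6 of 7 cases in males, with a median of -0.27 at percentile 0.53, among them Grm8 (0.79 and 0.34 FPKM) and Grm7 (11.3 and 9.24 FPKM). In females their median of -0.08 lay at percentile 53.2.
In both sexes combined, 29 of 40 genes of learning and memory were lower in BPA (camera p = 0.0403 and adjusted p = 0.0891 with the preset correlation, p = 0.296 with an estimated correlation). With sex as a term in limma the adjusted p from camera was 0.0314 (p = 0.320 with an estimated correlation). None passed limma when adjusted over the list alone, and 2 had an unadjusted p under 0.05. Subunits of glutamate and GABA receptors were lower in 20 of 27 cases (camera p = 0.0797, p = 0.436 with an estimated correlation), with the kainate receptor gene Grik4 at 15.8 and 10.8 FPKM and Gabrb1 at 8.70 and 6.00 FPKM in control and BPA females. From the functions that IPA assigned to its lists of differentially expressed genes, the paper concludes that genes responding to BPA are associated with behaviors that depend on the hippocampus, and it takes these functions forward to its assays of viability, neurites and behavior.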

### Quantitative RT-PCR analysis of ASD candidate genes associated with neuronal cell death, neuritogenesis, and learning/memory

We then further confirmed whether prenatal BPA exposure altered the expression of ASD candidate genes associated with neuronal viability, neuritogenesis, and learning/memory ability. The animals were treated as previously described (Supplementary Fig. S1). RNA samples were isolated from hippocampal tissues from neonatal rat pups (PND1) prenatally exposed to BPA at 5000 µg/kg maternal body weight daily (BPA n = 12, male pups n = 6 and female pups n = 6) or to vehicle control (control n = 12, male pups n = 6 and female pups n = 6) from GD0 until parturition. All replicates were obtained from independent litters. We selected four DEGs associated with cell death and survival (i.e. *Mief2*, *Eif3h*, *Tp53bp1*, and *Npas3*), four DEGs associated with neuritogenesis (i.e. *Cux1*, *Kdm5c*, *Arhgap32*, and *Itga4*), and five DEGs associated with learning/memory behaviors (i.e. *Atp8a1*, *Kmt2a*, *Cadps2*, *Grm4*, and *Abca7*) for qRT-PCR analysis (Fig. 1). These BPA-responsive genes have also been identified to be ASD candidate genes. 

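Of the 13 selected genes, 12 were measured in the libraries, and with the transcripts of each gene summed, 0 of 12 differed at least 2-fold between BPA and control in either sex. Kmt2a, a histone methyltransferase gene, had the largest higher value in males, 9.57 FPKM in control and 12.9 FPKM in BPA (ratio 1.34, 95% interval 1.25 to 1.44), and was at 11.2 and 10.8 FPKM in females. Grm4, a metabotropic glutamate receptor gene, was at 4.12 and 2.62 FPKM in males (ratio 0.636, interval 0.490 to 0.816) and at 2.53 and 2.06 FPKM in females. Abca7, a lipid transporter gene, was at 1.46 and 0.84 FPKM in males (ratio 0.575, interval 0.391 to 0.821) and at 0.91 and 0.58 FPKM in females. Npas3, a transcription factor gene of neural progenitors, was at 14.8 and 14.4 FPKM in males and at 12.8 and 9.37 FPKM in females (ratio 0.734, interval 0.646 to 0.823). Cadps2, which primes secretory vesicles, was at 6.77 and 6.01 FPKM in males and at 7.46 and 5.81 FPKM in females (ratio 0.779, interval 0.669 to 0.902); its feature carries the name of Rnf133, a gene within Cadps2, in the files. Tp53bp1, a DNA repair gene, was at 33.5 and 36.9 FPKM in males (ratio 1.10) and at 37.0 and 35.0 FPKM in females (ratio 0.946). Eif3h, a translation initiation factor gene, was at 142.5 and 144.8 FPKM in males and at 144.4 and 158.6 FPKM in females, and Mief2, which recruits the mitochondrial fission machinery, at 14.9 and 13.9 FPKM and at 12.2 and 11.9 FPKM, with intervals for Mief2 that include 1 in both sexes.
Single transcripts of these genes differed more: 8 of 41 features in males and 11 of 43 in females differed at least 2-fold. For Tp53bp1 in males, an assembled transcript was at 3.45 FPKM in control and 26.1 FPKM in BPA while another was at 22.2 and 0.92 FPKM. An assembled transcript of Eif3h was at 0.01 and 13.8 FPKM in males beside the known gene at 142.5 and 131.0 FPKM, and for Kmt2a a transcript was at 0.44 and 2.98 FPKM in females and at 1.68 and 0.67 FPKM in males, of which only the female difference is counted as 2-fold. Another transcript of Kmt2a was lower in BPA females. In limma over both sexes, none of the 11 tested genes passed, over all genes or adjusted over the list alone, with adjusted p of at least 0.963; the paper chose these genes on the same libraries, so they are not independent evidence of a direction.

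**Figure D4:**
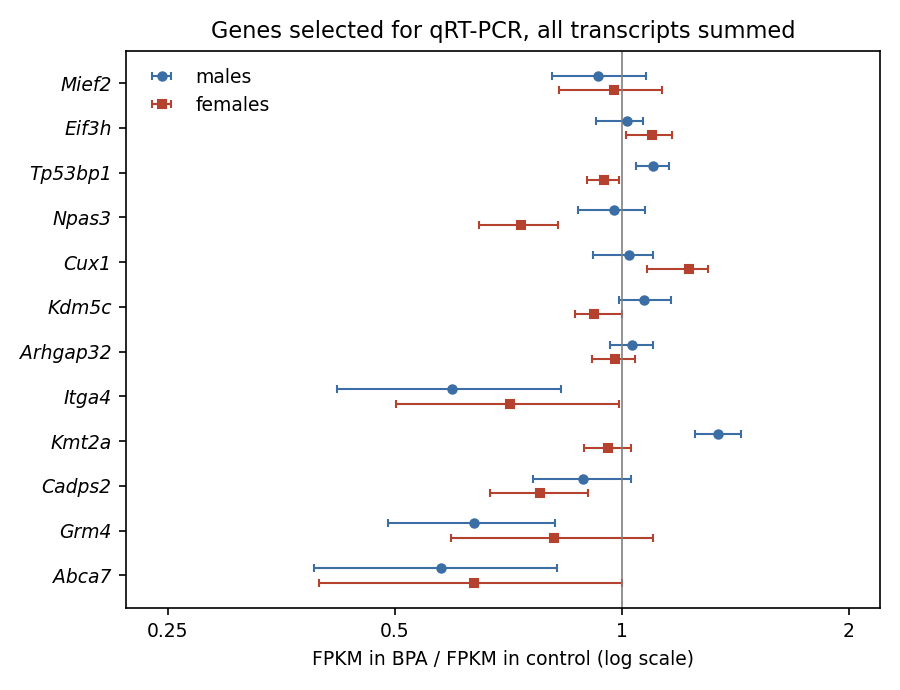
Ratio of FPKM in BPA to FPKM in control for the 12 measured genes, all transcripts of a gene summed, in males (circles) and females (squares), on a log scale. Bars are exact 95% intervals that cover counting error only, and every ratio lies between 0.575 and 1.34. For summed transcripts the bars come from summed fragments and the points from summed FPKM, so a bar need not be centred on its point.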

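Among 71 measured autism candidate genes, fixed as a list before the data were examined, 44 were higher and 27 lower in BPA males, with a median log2 ratio of 0.05 at percentile 99.4 of random lists of matched expression. In females, 33 were higher and 38 lower, with a median of -0.02 at percentile 30.8. These percentiles do not cover differences between libraries of the same treatment. In males, the histone methyltransferase gene Kmt2c was at 0.28 FPKM in control and 2.59 FPKM in BPA, Reln, which guides neuronal positioning, at 75.5 and 103.9 FPKM, and Ptchd1 at 0.73 and 1.30 FPKM. In females, the sodium channel gene Scn1a was at 6.90 and 4.69 FPKM, the transcription factor genes Tbr1 at 20.9 and 30.0 FPKM and Foxp2 at 0.43 and 1.09 FPKM. Histone methylation enzymes of the KMT2 and KDM5 families were higher in 13 of 14 cases in males, with a median of 0.20 at percentile 99.98, among them Kmt2b at 9.70 and 12.7 FPKM and Kmt2e at 28.1 and 33.8 FPKM, and in 6 of 14 cases in females, with Kmt2c at 1.97 and 1.16 FPKM.
In both sexes combined, 40 of 70 autism candidate genes were higher and 30 lower (camera p = 0.0746 with the preset correlation, p = 0.429 with an estimated correlation). The KMT2 and KDM5 enzymes were higher in 11 of 14 cases (camera adjusted p = 0.0258, p = 0.274 with an estimated correlation). None of either list passed limma when adjusted over the list alone, and the autism list holds genes that the paper selected from these libraries.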

The qRT-PCR analysis showed that when male and female pups were combined, the expression levels of all selected genes were not significantly altered, except *Grm4* which was slightly down-regulated in the BPA group compared to the control (Fig. 1a). However, when the expression of these genes was analyzed separately in males and females, a sex-specific dysregulation of these ASD candidate genes was observed. The expression levels of *Mief2*, *Eif3h*, *Cux1*, *Kdm5c*, *Arhgap32*, *Itga4*, *Atp8a1*, and *Kmt2a* were significantly increased in the male offspring (Fig. 1b), whereas the expression levels of *Cux1*, *Atp8a1*, *Cadps2*, and *Grm4* were significantly reduced in the female offspring (Fig. 1c).

**Figure 1:**
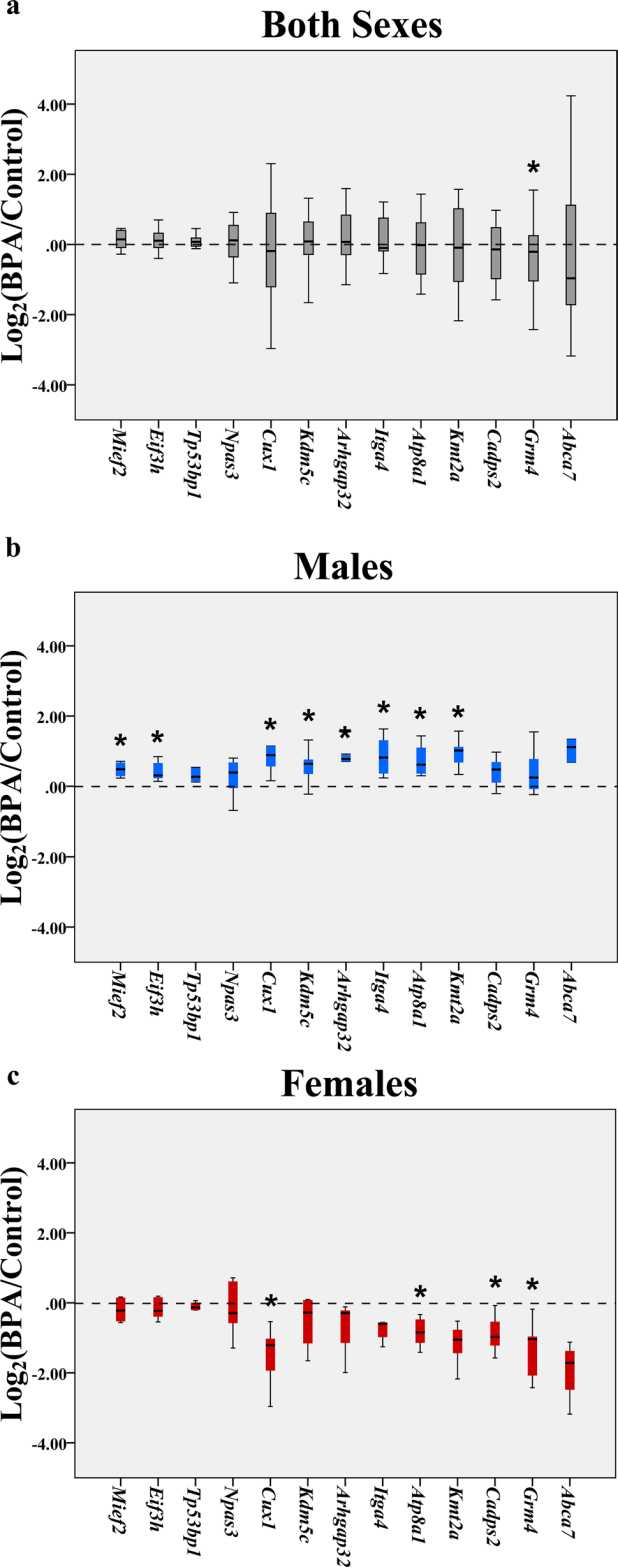
Box plot of the expression levels of DEGs involved in neuronal cell death, neuritogenesis, and learning/memory in the hippocampus of offspring. Quantitative RT-PCR analysis of the hippocampus of offspring (PND1) prenatally exposed to BPA or the vehicle control was performed to assess the expression levels of the selected genes when both sexes of offspring were combined (**a**), in male offspring only (**b**), and female offspring only (**c**). *P value < 0.05.

### Sex difference in the effects of direct BPA exposure on the viability of primary hippocampal cells

Since *Mief2* and *Eif3h* which encode for the proteins Mitochondrial Elongation Factor 2 and Eukaryotic Translation Initiation Factor 3 Subunit H, respectively, play an important role in cell death^69–71^, we therefore sought to determine whether BPA exposure impacted the viability of primary hippocampal neurons. The effects of direct BPA exposure were assessed using the viability assays of cells isolated from the hippocampus of neonatal rats (Fig. 2). Primary hippocampal cells were isolated from three independent litters of neonatal rats that were not exposed to BPA. The primary cells from each litter were then divided into multiple wells and treated with BPA for 48 h at the concentrations of 0.01, 0.1, 1, 10 ng/mL, or vehicle control (n = 3 replicates/treatment group/sex/litter). The number of viable cells was assessed using MTS assays. We found that direct exposure to BPA markedly reduced the number of primary hippocampal cells from male offspring whereas the number of viable cells from females was not significantly altered compared to the vehicle control (Fig. 2). Notably, the sex difference in the BPA effects on the neuronal viability was observed when the cells were directly exposed to BPA at a concentration as low as 0.01 ng/mL. When treated with 10 ng/mL BPA, the number of viable cells from male offspring was significantly lower than those from female offspring (*P* value < 0.05).

**Figure 2:**
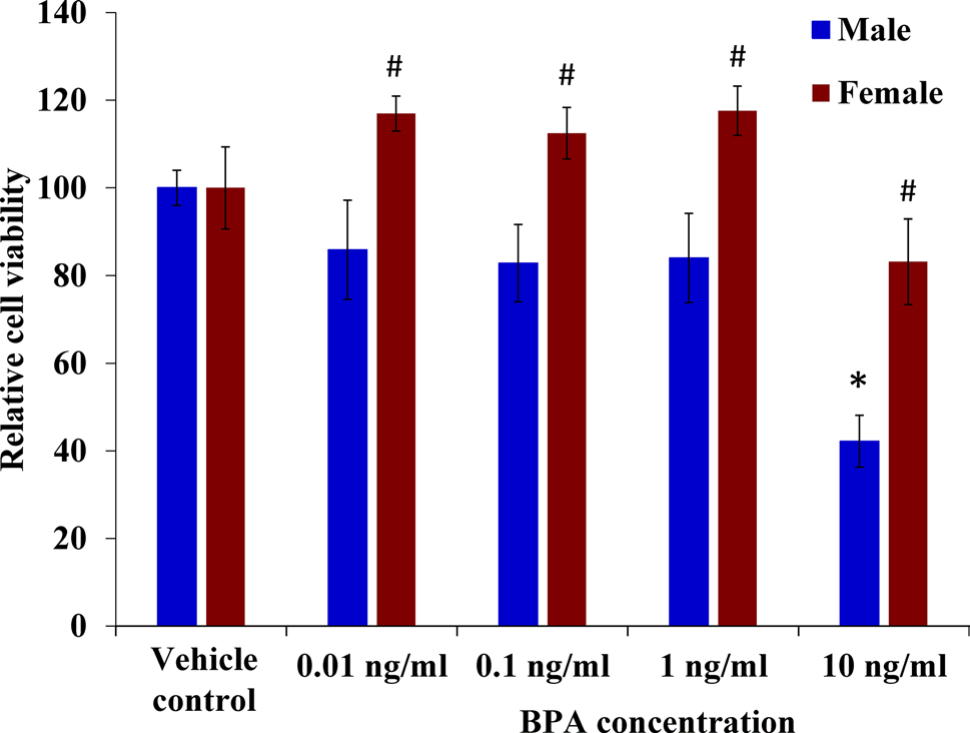
Effect of direct BPA exposure on the viability of primary hippocampal cells. Primary hippocampal cells were isolated from male and female neonatal rat pups that were not exposed to BPA and treated with 0.01, 0.1, 1, or 10 ng/mL BPA or vehicle control for 48 h. MTS assays were then performed to determine the number of viable cells. *^,#^*P* value < 0.05. *Indicates a statistically significant difference between the BPA treatment and the vehicle control groups. ^#^Indicates a statistically significant difference between males and females treated with the same concentration of BPA. Data are presented as the mean ± SEM.

### Sex difference in the effects of prenatal BPA exposure on the number of cells in the offspring hippocampus

To further confirm the effects of BPA on the number of cells in the hippocampus of offspring, hippocampal tissues were isolated from neonatal rat pups (PND1) prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters), and then immunostained with an anti-NeuN antibody which is a marker for mature neurons and counterstained with DAPI for nuclear staining (Supplementary Fig. S2a,b). The total area, cellular density, neuronal cell density, and percentage of neuronal cells in different areas of the hippocampus, including the cornu ammonis 1 (CA1), cornu ammonis 2/3 (CA2/3), and the granular cell layer (GCL) of the dentate gyrus (DG), and the stratum radiatum were assessed (Fig. 3). We found that when the data from both sexes of the offspring were combined, prenatal exposure to BPA significantly reduced cellular density in the hippocampus, CA1, CA2/3, and DG areas, and reduced the neuronal density in the CA2/3 area of the offspring (Fig. 4a,c,e, and g). When the data from the male and female offspring were analyzed separately, we found that prenatal exposure to BPA exhibited sex-dependent effects on the size, cellular density, neuronal density, and percentage of neuronal cells in the hippocampus of offspring (Fig. 4b,d,f, and h). In female offspring, prenatal BPA exposure caused a significant increase in the sizes of the hippocampus and the CA1 region (Fig. 4b), and the percentage of neuronal cells in the hippocampus, CA2/3, DG, and stratum radiatum areas (Fig. 4h). In male offspring, BPA exposure reduced the density of neurons in the hippocampus, CA1, CA2/3, DG, and striatum radiatum areas (Fig. 4f), and reduced the percentage of neuronal cells in the hippocampus, CA2/3, and stratum radiatum (Fig. 4h). It is noteworthy that the reductions of neuronal cell density and the percentage of neuronal cells in the hippocampus resulting from prenatal exposure to BPA were observed only in male but not in female offspring, consistent with the upregulation of *Mief2* and *Eif3h* (Fig. 1) and the reduced hippocampal cell viability after direct BPA exposure (Fig. 2) which were observed only in males.

**Figure 3:**
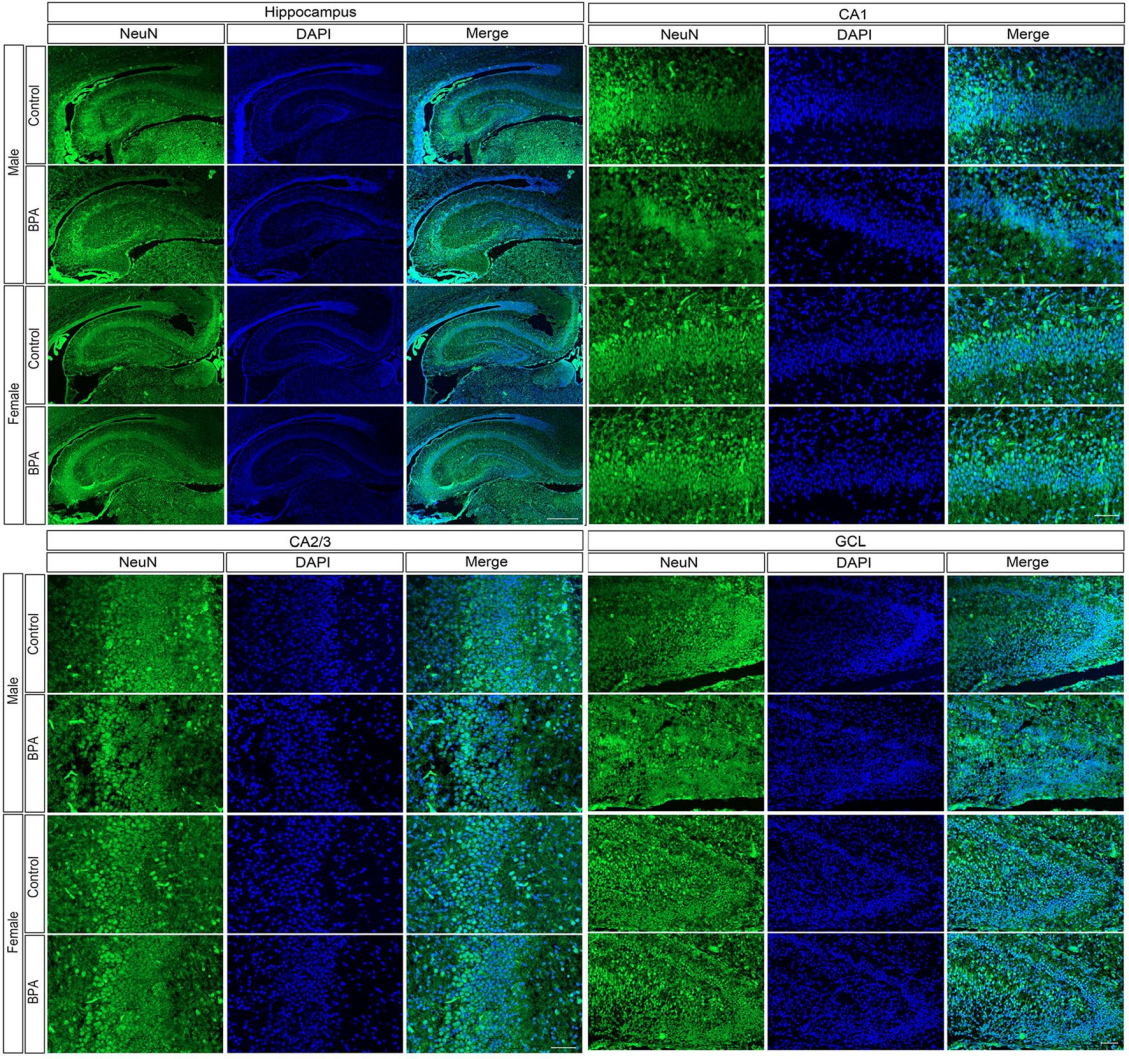
Immunofluorescence images of the hippocampus, CA1, CA2/3, and dentate gyrus of the rat offspring prenatally exposed to BPA or vehicle control. Coronal sections of the offspring hippocampus at PND1 immunostained for NeuN (green) and DAPI (blue). CA1, cornu ammonis 1; CA2/3, cornu ammonis 2/3; GCL, the granule cell layer of the dentate gyrus. Scale bar = 500 µm.

**Figure 4:**
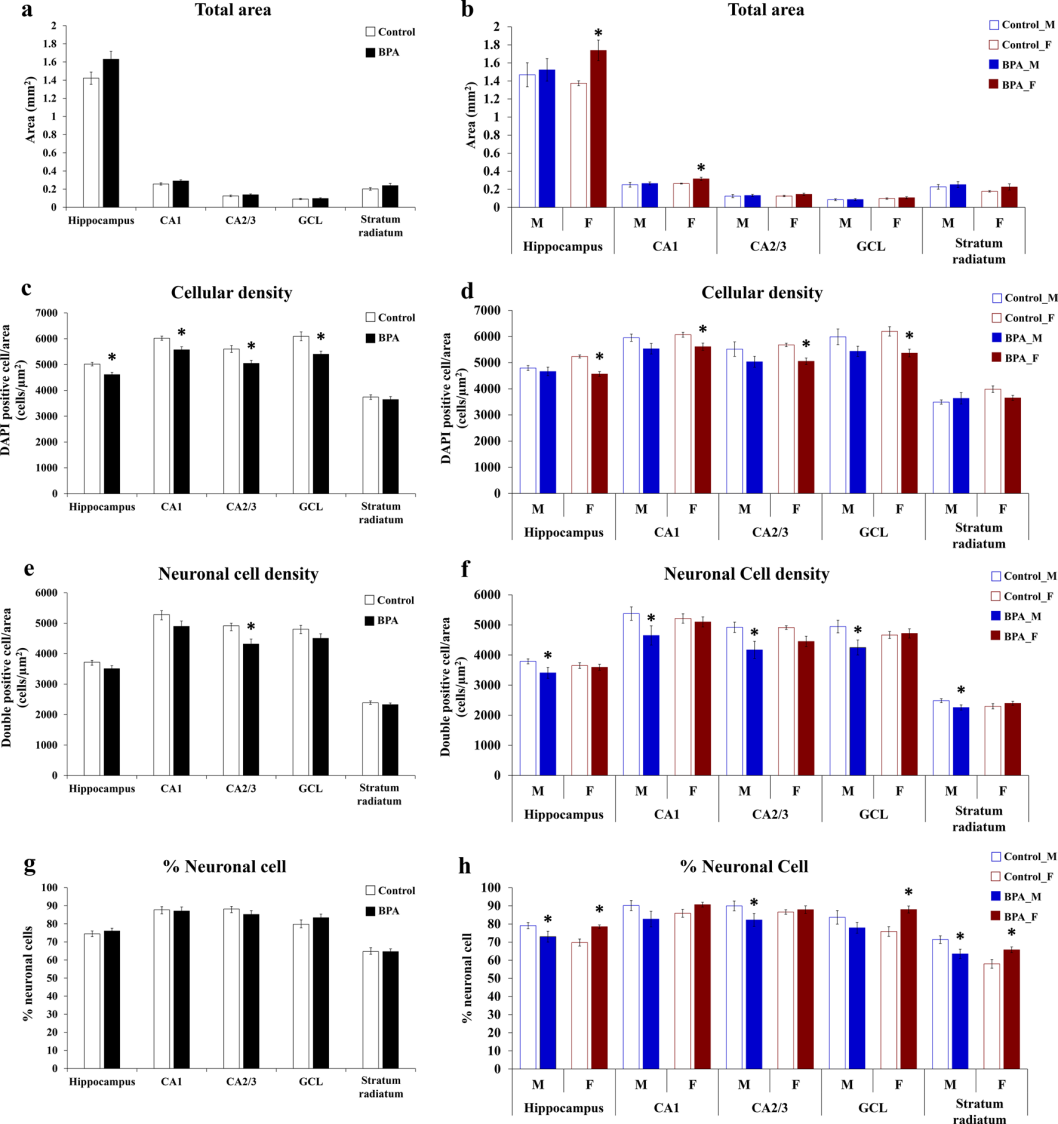
Quantification of the total area, the number of NeuN-positive cells, and the number of NeuN/DAPI double-positive cells in the hippocampus, CA1, CA2/3, DG, and stratum radiatum of the rat offspring prenatally exposed to BPA compared to those in the control group. The total area (**a**,**b**), cellular density (**c**,**d**), neuronal cell density (**e**,**f**), and percentage of neuronal cells (**g**,**h**) in the hippocampus, CA1, CA2/3, DG, and stratum radiatum were determined in the BPA group and compared with those in the vehicle control group. Hippocampus tissues (both sides) from three male and three female offspring were used in each treatment group. Data are presented as the mean ± SEM. *P value < 0.05. *Indicates a statistically significant difference between the BPA treatment and the vehicle control groups.

### Prenatal exposure to BPA enhanced neurite formation of primary hippocampal cells from offspring

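In male pups, Cux1, a homeobox gene of upper cortical layers and dendrite growth, was at 46.0 FPKM in control and 47.1 FPKM in BPA with its transcripts summed (95% interval of the ratio 0.915 to 1.10). Kdm5c, an X-linked histone demethylase gene, was at 24.1 and 25.9 FPKM (ratio 1.07, interval 0.992 to 1.16), and Arhgap32, a regulator of small GTPases at synapses, at 20.4 and 21.0 FPKM (ratio 1.03, interval 0.964 to 1.10). Itga4, an integrin subunit gene, was at 2.94 and 1.75 FPKM (ratio 0.595, interval 0.419 to 0.830). In female pups, Cux1 was at 40.2 and 49.4 FPKM (ratio 1.23, interval 1.08 to 1.30), Kdm5c at 33.4 and 30.6 FPKM, Arhgap32 at 22.0 and 21.5 FPKM, and Itga4 at 2.70 and 1.92 FPKM (ratio 0.711, interval 0.502 to 0.991).
Single assembled transcripts of these genes had values in both directions in males. A Kdm5c transcript was at 0.97 and 2.58 FPKM (ratio 2.66, interval 2.06 to 3.44) and another at 8.87 and 7.00 FPKM, a Cux1 transcript was at 1.48 and 0.01 FPKM and others at 1.00 and 1.68 FPKM and at 0.01 and 0.77 FPKM, and Arhgap32 transcripts were at 3.49 and 5.12 FPKM and at 6.33 and 4.47 FPKM. The intervals cover counting error only, and the male differences have no replicate check. For summed transcripts the intervals come from summed fragments and the ratios from summed FPKM, so an interval need not be centred on its ratio. The qRT-PCR samples of these genes are not analysed here.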

Our transcriptome profiling and qRT-PCR analyses of hippocampal tissues isolated from neonatal rat offspring showed that four ASD candidate genes (i.e. *Cux1*, *Kdm5c*, *Arhgap32*, and *Itga4*) were significantly upregulated in males prenatally exposed to BPA compared to the control. Since the upregulations of these genes are known to enhance neuritogenesis^72–75^, we therefore further examined whether prenatal BPA exposure altered the formation of neurites in offspring hippocampus. Neurite formation assays were performed using primary hippocampal cells isolated from six independent litters of neonatal rat pups prenatally exposed to BPA (n = 3 l) or vehicle control (n = 3 l). For each litter, cells from male and female offspring were obtained and pooled separately by sex. The primary cells were then cultured for 7 days without additional treatment, and a total of 150 cells/sex/treatment group were analyzed each day in vitro (DIV). The results are shown in Figs. 5 and 6a–k. Using Sholl analysis to characterize the morphological characteristics of the primary hippocampal cells, we found that primary hippocampal cells isolated from rat pups prenatally exposed to BPA exhibited a significant increase in the number of neurite intersections between 20 and 100 µm from the cell body compared to the control (Fig. 6a). A detailed neurite analysis revealed that prenatal exposure to BPA also significantly enhanced the average total neurite length (Fig. 6d), the average number of primary neurites per cell (Fig. 6f), and the average number of neurite branches per cell (Fig. 6h), but decreased the average size of the hippocampal cell body (Fig. 6j). When cells from each sex were analyzed separately, we found that all of these effects were observed in the cells from both male and female offspring, except an increase in the number of primary neurites which was found only in hippocampal cells from female offspring (Fig. 6b,c,e,g,i, and k). Notably, an increase in the length and branching of neurites of the hippocampal cells is consistent with the upregulation of the ASD candidate genes *Cux1*, *Kdm5c*, *Arhgap32*, and *Itga4* in the male hippocampus. However, in females, such relationships between the expression of these genes and neurite formation were not observed.

**Figure 5:**
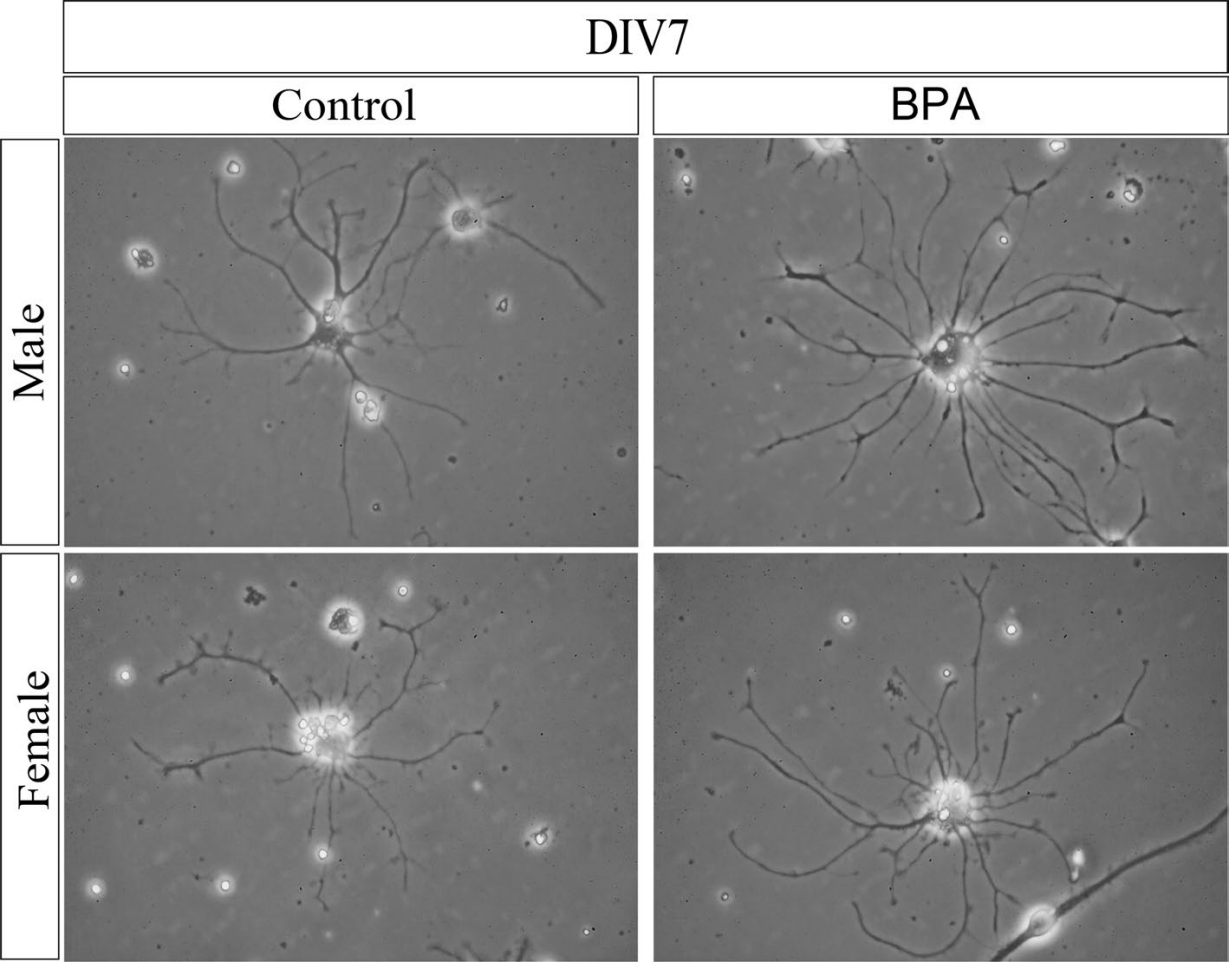
Representative images of primary hippocampal cells prenatally exposed to BPA or vehicle control. Primary hippocampal cells were isolated from male and female rat pups prenatally exposed to BPA or the vehicle control and cultured for 7 days. Images of the cells were taken using an inverted microscope.

**Figure 6:**
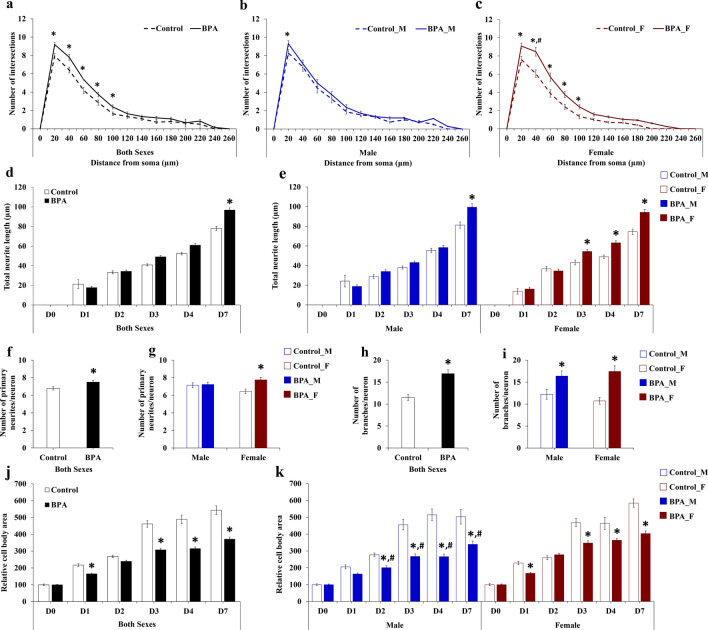
Quantification of neurite formation in primary hippocampal cells isolated from the hippocampus of the rat offspring prenatally exposed to BPA or vehicle control. Hippocampal cells were isolated from neonatal rat pups prenatally exposed to BPA or the vehicle control and cultured for 7 days. Images of the cells were taken using an inverted microscope. Sholl analysis (**a**–**c**) and evaluation of total neurite length (**d**–**e**), number of primary neurites and branching (**f**–**i**), and cell body area (**j**–**k**) were performed. Data are presented as the mean ± SEM. *^,#^*P* value < 0.05. *Indicates a statistically significant difference between the BPA treatment and the vehicle control groups. ^#^Indicates a statistically significant difference between males and females in the BPA group on the same day.

### Sex difference in the effects of prenatal BPA exposure on learning and memory of rat offspring

The hippocampus is known to have a major role in learning and memory^76^. In addition to the genes previously linked to neuronal viability and neuritogenesis, our qRT-PCR analysis also showed that ASD candidate genes associated with learning and memory were differentially expressed in the hippocampus of offspring prenatally exposed to BPA. Among these genes, *Atp8a1* encoding for ATPase Phospholipid Transporting 8A1 protein was significantly up-regulated in the hippocampus tissues from male offspring but down-regulated in the hippocampus of the female. Increased *Atp8a1* expression was found in the hippocampus and temporal cortex of juvenile individuals with ASD, and was linked to impaired learning/memory and social behavior^77^. To further interrogate the effects of prenatal exposure to BPA on learning and memory of offspring, the novel object recognition (NOR) and the T-maze spontaneous alternation tests were performed using 16 rat pups prenatally exposed to BPA (n = 8, 4 males and 4 females) or vehicle control (n = 8, 4 males and 4 females) (Fig. 7a–c). All animal replicates were obtained by random selection from independent litters. The NOR test and the T-maze spontaneous alternation test were performed when the rat offspring were PND37-40 and PND50-55, respectively. The NOR test revealed that the time male and female offspring prenatally exposed to BPA spent exploring the novel object was not significantly different from the time they spent exploring the familiar object (Fig. 7a). A significant reduction in discrimination index was observed in male offspring prenatally exposed to BPA (Fig. 7b), indicating that prenatal BPA exposure impaired object recognition memory in male offspring. In line with the NOR test, the T-maze spontaneous alternation test showed that the male offspring exposed to BPA exhibited decreased alternation when compared to the male control (Fig. 7c). The alternation was not altered in the female offspring exposed to BPA. This finding indicates that prenatal BPA exposure impaired the working memory and spatial learning of the male offspring but did not affect those of the female. This observation is in line with the overexpression of *Atp8a1* and the loss in neuronal cell density and the percentage of neuronal cells in multiple areas of the male hippocampus.

**Figure 7:**
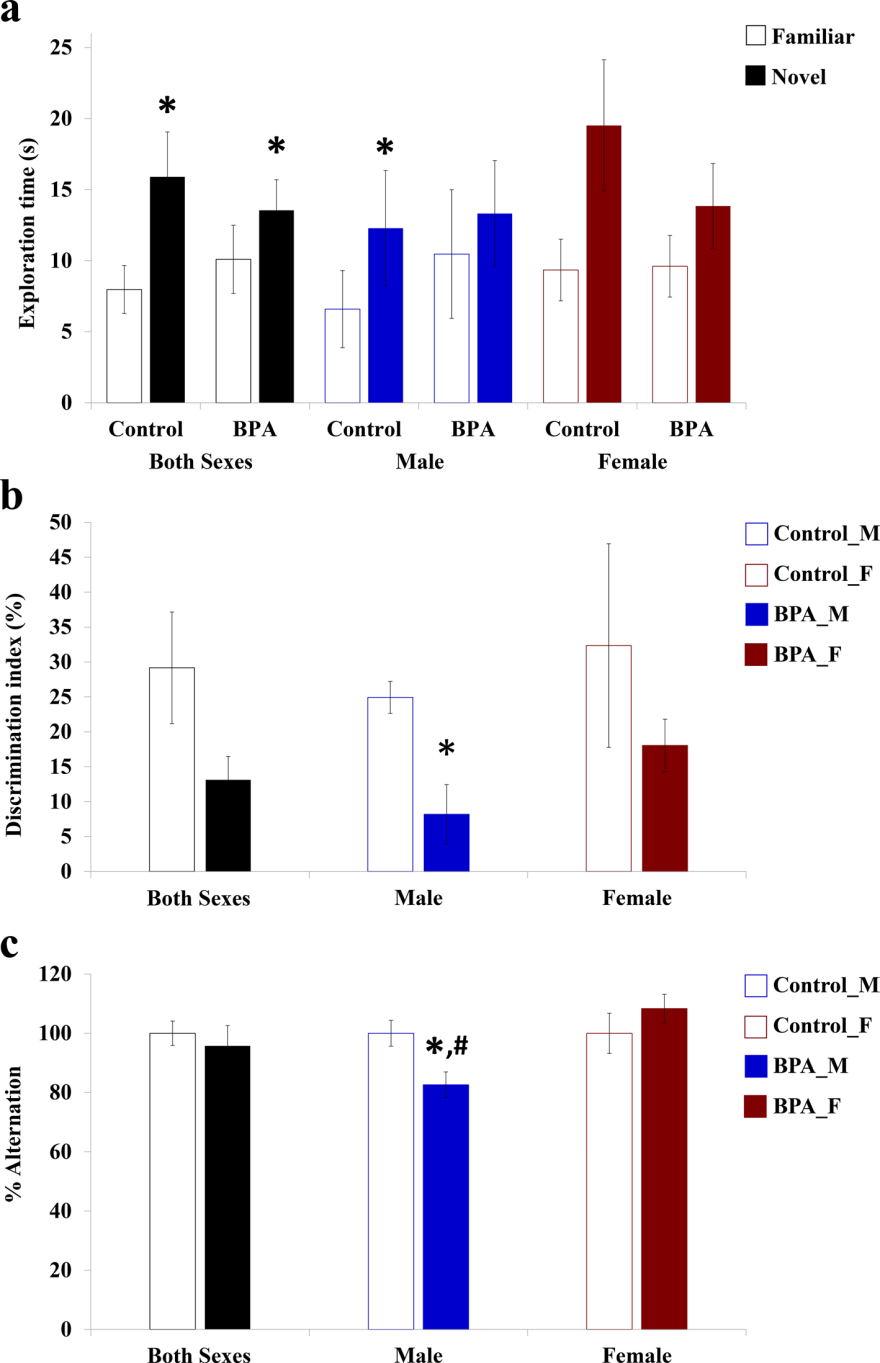
Prenatal exposure to BPA reduces learning and memory functions evaluated by the NOR test and T-maze spontaneous alternation test. The learning and memory functions in the offspring were assessed using NOR and T-maze tests. In the NOR test, the times that the rat spent exploring a familiar object and exploring a novel object were measured (**a**) and used for calculating the discrimination index (**b**). In the T-maze test, the number of turns in each goal arm was recorded, and the percentage of alternation was calculated (**c**). Data are presented as the mean ± SEM. *^,#^*P* value < 0.05. *Indicates a statistically significant difference between the BPA treatment and the vehicle control groups. ^#^Indicates a statistically significant difference between males and females in the BPA group.

### Correspondence between BPA-responsive genes and the disrupted neurological functions

To examine the possibility that changes in the expression levels of genes in response to prenatal BPA exposure could result in changes in the neuronal viability, neuritogenesis, and learning/memory, DEGs from our previous RNA-seq analysis of hippocampal tissues isolated from neonatal rat pups prenatally exposed to BPA or vehicle control were compared with altered neurological traits assessed in this study. The neurological parameters used for this analysis were the percentage of neuronal cells in CA2/3, the neuronal density in different areas of the hippocampus (i.e. CA1, CA2/3, and DG), the cellular density in different areas of the hippocampus (i.e. CA1, CA2/3, and DG), the length of neurites on DIV7, the number of neurites and branching, the size of hippocampal cell body on DIV7, the NOR discrimination index, and the percentage of alternation in T-maze. 

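Among the genes whose expression the paper set against neurological traits, the assembled transcript of Tut7, which uridylates RNA, was at 0.01 FPKM in both control libraries and at 4.55 and 2.40 FPKM in the male and female BPA libraries. A transcript of Ube3c, a ubiquitin ligase gene, was at 0.01 FPKM in both controls and at 3.02 and 2.85 FPKM in BPA. A transcript of Dact1, an inhibitor of Wnt signaling, was at 2.38 and 1.96 FPKM in BPA, and transcripts of Fam114a2 (7.60 and 6.42 FPKM in controls) and the amyloid precursor adaptor gene Apbb2 (4.55 and 3.90 FPKM in controls) were at 0.01 FPKM in both BPA libraries. Pavlidis Template Matching is a search for genes whose profile across samples correlates with a given template. Here a profile has 4 points, the libraries of control male, control female, BPA male and BPA female, and each trait has 1 mean value per group. With 4 points, 24 orders are possible, and the smallest two-sided p of an exact permutation test on ranks is 0.0833. A permutation test on the values themselves can go lower, and neither was run here.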

BPA-responsive genes exhibiting changes correlated with these changes in neurological functions were identified by Pavlidis Template Matching (PTM) analysis (*P* value < 0.05). Of the 5624 genes differentially expressed in response to prenatal BPA exposure, 3256 were found to exhibit changes correlated with at least one neurological trait (*P* value < 0.05, Supplementary Table S2). 

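The genes of Supplementary Tables S3 to S19 were all found among the features of the 4 libraries. The tables hold 9272 entries of the paper, and their 3377 distinct entries all matched a feature by protein identifier and by log2 ratio, taken as the sum of both BPA libraries over the sum of both controls, within 0.0015. Of the 3337 features matched, 523 (15.7%) were assembled transcripts, and 129 (3.87%) differed at least 2-fold in males or in females. The entries carry 3288 distinct protein identifiers. Genes with 2 transcripts of opposite correlation in 1 table numbered 16, among them Ptprd, a receptor phosphatase gene of synapse formation, with a transcript at 1.58 and 2.67 FPKM in the male and female controls and 0.01 FPKM in both BPA libraries, and another at 0.02 and 0.01 FPKM in controls and 3.29 and 2.99 FPKM in BPA. Others were Tut7, the teneurin gene Tenm1, and Heatr5a. In each of the 9272 entries the tabled P equals 1 minus the absolute value of R, as a Pearson test on 4 points gives. P under 0.05 therefore means an absolute R of at least 0.95. With 17 traits drawn at random and independently over the 4 libraries, 58.3% of 16368 features reached that R with at least 1 trait (middle 95% of 1000 draws, 48.0% to 66.8%), about 5.01% per trait. Both shares follow from the 4 points and the 17 traits, and would be about the same for any data. The traits of the tables are not independent of each other, so the first of these shares is not what chance gives for them.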

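Sorted by kind of trait, the tables of neuronal viability (9 tables) hold 2399 distinct protein identifiers and 2431 features of the libraries. Those of neuritogenesis (6 tables) hold 2108 identifiers and 2128 features, and those of learning and memory (2 tables) hold 734 identifiers and 742 features. Genes of the first kind with the lowest combined ratio include a transcript of Cep170, a centriole and microtubule gene, at 1.60 and 6.16 FPKM in the male and female controls and 0.01 FPKM in both BPA libraries. The neuropeptide gene Avp, listed for neuronal density in the hippocampus, was at 1.09 and 0.44 FPKM in controls and at 0.01 and 0.22 FPKM in BPA. These values stand for 5 and 2 estimated fragments in the male and female controls and 0 and 1 in BPA. A transcript of Lrrc57, listed for neurite length, was at 0.01 and 0.38 FPKM in controls and at 0.59 and 1.78 FPKM in BPA. A transcript of Igsf9b, an adhesion gene of inhibitory synapses listed for the NOR index, was at 0.22 and 0.03 FPKM in controls and at 2.88 and 1.63 FPKM in BPA.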

Among those, a total of 2375, 2091, and 730 DEGs exhibited changes correlated with neuronal viability, neuritogenesis, and learning/memory, respectively. The lists of DEGs whose expression levels were correlated with neurological characteristics are provided in Supplementary Tables S3–S19. In addition to DEGs in response to BPA from previous RNA-seq analysis, we also examined the correspondence between selected ASD candidate genes (i.e. *Mief2*, *Eif3h*, *Cux1*, *Kdm5c*, *Arhgap32*, *Itga4*, and *Atp8a1*) and changes in neuronal viability, neuritogenesis, and learning/memory (Fig. 8a). 

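For cell density in the dentate gyrus, 518 entries were lower and 275 higher in BPA in both sexes, and for the number of branches 516 were lower and 279 higher in both sexes. The same numbers had a positive (518 and 279) and a negative R (275 and 516). Since entries were chosen by R with a trait, counts of direction in these tables are not a separate result. The entries for the percentage of neurons in CA2/3 and for neuronal density in the dentate gyrus are identical in all 132 cases, although the traits differ; the reason is not known here. The paper also set qRT-PCR values of selected genes against the traits in each sex. From its correlations of expression with traits, it proposes that BPA acts on viability, neurites and memory through mechanisms that differ between the sexes. The tabled R were recovered from FPKM on a linear scale.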

Some neurological traits were found to have the same relationships with the gene expression regardless of the sex of offspring. An example is the expression of *Mief2* and *Atp8a1* and the percentage of neuronal cells in the hippocampus and in the dentate gyrus which exhibited an inverse correlation in both sexes of the offspring. Interestingly, we found that certain neurological traits exhibited sex-dependent relationships with the expression of these selected genes. An example of those neurological traits is the number of neurite branches that showed a positive correlation with the expression of these genes (i.e. *Mief2*, *Eif3h*, *Cux1*, *Kdm5c*, *Arhgap32*, *Itga4*, and *Atp8a1*) in the male offspring but exhibited an inverse correlation in the female. These results suggest that dysregulation of the genes induced by prenatal BPA exposure is specifically correlated with the impairment of neurological functions and with learning and memory behaviors in a sex-dependent manner, suggesting that BPA may exert its effects on neuronal viability, neuritogenesis, and learning/memory of offspring through sex-specific molecular mechanisms.

**Figure 8:**
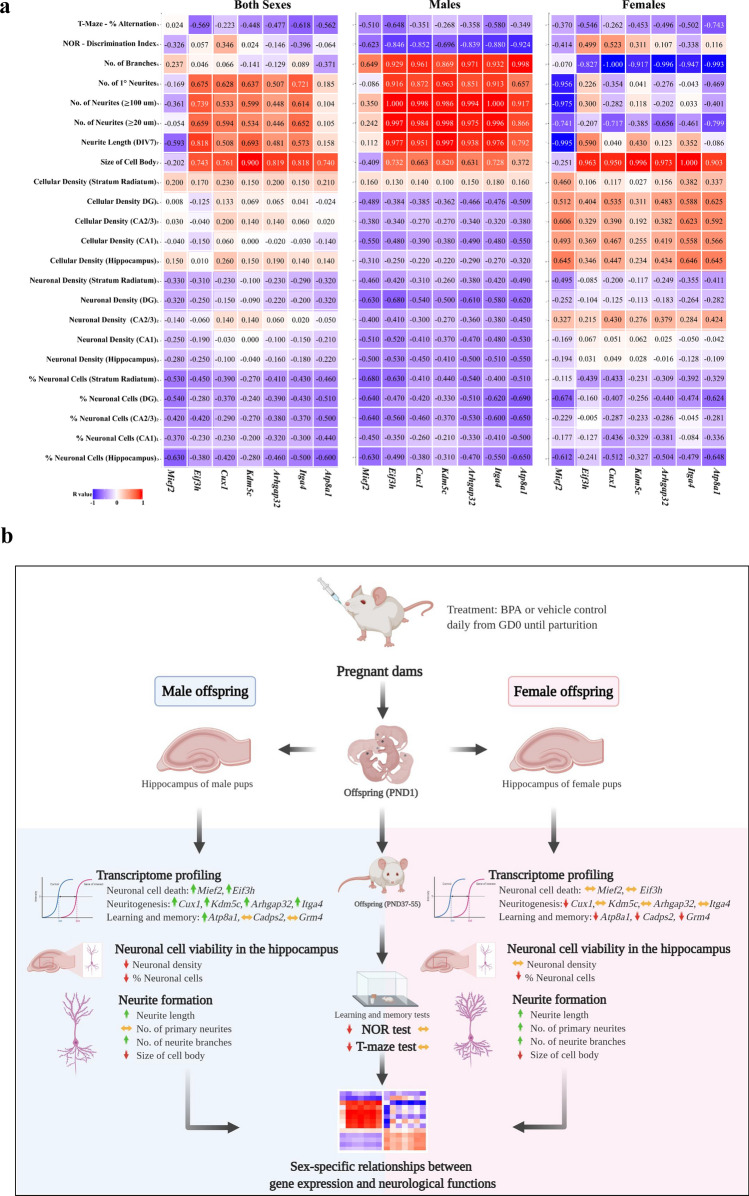
Heatmap of the correlation matrix between gene expression levels and neurological phenotypes, and schematic illustration of the main findings. (**a**) Correlation heatmap of the correlations between the expression levels of *Mief2*, *Eif3h*, *Cux1*, *Kdm5c*, *Arhgap32*, *Itga4*, and *Atp8a1* and neurological functions. Color scale denotes R^2^ from red (positive correlation) to blue (negative correlation). (**b**) A schematic diagram summarizing the main findings of this study. This figure was created with BioRender.com (http://biorender.com).

## Discussion

Our recent study has shown that prenatal exposure to BPA caused sex-dependent changes in the transcriptome profiles of genes associated with biological functions known to be negatively impacted in ASD^17^. Moreover, we found that genes previously identified to be associated with ASD were significantly enriched among those BPA-responsive genes, suggesting that prenatal BPA exposure may increase the risk of ASD by disrupting the expression of ASD candidate genes in the hippocampus and, in turn, altering neurological functions associated with ASD. In the present study, we reanalyzed the transcriptome profiling data to identify neurological functions associated with the hippocampus and ASD, and found that BPA-responsive genes in the hippocampus were significantly associated with “cell death and survival”, “neuritogenesis”, “learning”, and “memory”. These neurological functions and behaviors were therefore selected for the subsequent analyses in this study. We also conducted a correlation analysis to identify genes that exhibited the changes in the expression levels correlated with neurological functions and learning/memory ability. The major findings of our study are shown in Fig. 8b.

The no-observed-adverse-effect level (NOAEL) for BPA exposure in humans was determined by the United States Food and Drug Administration (FDA) and the European Food Safety Authority (EFSA) to be 5000 µg/kg maternal BW^78^. According to accumulating reports about BPA, EFSA reduced the tolerable daily intake (TDI) level for BPA from 50 to 4 µg/kg BW/day^79^. However, we demonstrated in this study that neonatal rat pups whose mothers were exposed to BPA at the NOAEL level during gestation exhibited disrupted transcriptome profiles, hippocampal cell viability and density, neuritogenesis, and learning/memory ability. This finding is in line with previous studies which showed that prenatal exposure to BPA could disrupt the transcriptome profiles in several brain regions, including the hippocampus, hypothalamus, and amygdala^17,22,49–51^. Although daily exposure levels of BPA in humans were thought to be lower than the NOAEL level^80^, a recent study has shown that the human exposure level could be much higher than what was previously reported due to the limitations of the analytical technique used in previous studies to measure BPA levels in human blood and urine samples^81^. Moreover, in addition to plastic products in daily life, polycarbonate microplastics and nanoplastics which were found to widely pollute food and the environment may also release BPA once ingested^4^. These findings from our studies and others strongly suggest that the NOAEL and TDI levels of BPA should be reconsidered especially for pregnant women and deserve further investigations. Since it is now clear that BPA exerts its effects on the brain transcriptome and neurological functions in a sex-dependent manner and males seem to be more impacted by BPA exposure^17,82–84^, future studies regarding the safety levels or the biological effects and mechanisms of BPA and other endocrine-disrupting chemicals should take sex differences into account. The effects of BPA at the concentrations reminiscent of actual daily exposure levels both obtained from the environment and micro/nanoplastics pollutions in humans, particularly pregnant women, deserve further investigations.

Our qRT-PCR analysis of hippocampus tissues isolated from neonatal rat pups prenatally exposed to BPA or vehicle control confirmed that maternal exposure to BPA during gestation altered the expression of ASD candidate genes involved in neuronal viability, neuritogenesis, and learning/memory in the hippocampus of offspring in a sex-dependent manner. These DEGs were *Mief2*, *Eif3h*, *Cux1*, *Kdm5c*, *Arhgap32*, *Itga4*, *Atp8a1*, *Kmt2a*, *Cadps2*, and *Grm4* (Fig. 1). Significant upregulations of *Mief2*, *Eif3h*, *Cux1*, *Kdm5c*, *Arhgap32*, *Itga4*, *Atp8a1*, and *Kmt2a* were observed in the hippocampus of male offspring, while in the female *Cux1*, *Atp8a1*, *Cadps2*, and *Grm4* were reduced.

*Mief2* and *Eif3h* play an important role in neuronal cell death. *Mief2* encodes the Mitochondrial Elongation Factor 2 which is an outer mitochondrial membrane protein that regulates mitochondrial organization and fission—a key process in cell death and mitophagy^85^. *Mief2* is essential for cristae remodeling to facilitate cytochrome c release into the cytoplasm during the early phase of intrinsic apoptosis^86^. Although the effect of *Mief2* overexpression in the hippocampus is unclear, loss of *Mief2* expression has been reported to protect the cells against intrinsic apoptosis^86^. Our correlation analysis showed that the expression of *Mief2* was inversely correlated with the percentage of neuronal cells and neuronal density in the hippocampus, and with learning/memory ability particularly in male offspring, suggesting that the overexpression of this gene might involve in the BPA-mediated loss of hippocampal neurons observed in males. *Eif3h* encodes for Eukaryotic Translation Initiation Factor 3 Subunit H which is involved in translational activation or repression and plays an important role in proliferation, cell cycle, differentiation, and apoptosis^87^. *Eif3h* is expressed during embryogenesis and regulates the development of the brain, heart, vasculature, and lateral line^88^. Overexpression of *Eif3h* was mainly associated with proliferation, invasion, and tumorigenicity in human hepatocellular carcinoma and other types of cancer^71,89,90^, but its role with respect to BPA exposure in the hippocampus is still unclear. Notably, eif3h protein was found to be significantly reduced in the hippocampus of non-transgenic mice in response to learning^91^. This learning-induced reduction in the level of eif3h was lost in a transgenic mouse model for Alzheimer’s disease which exhibited impaired learning/memory, suggesting that *Eif3h* may be involved in hippocampus-dependent learning and memory. In line with these findings, our results showed that the overexpression of *Eif3h* was inversely correlated with the learning and memory ability of male offspring assessed by the T-maze spontaneous alternation test and the NOR test. Although the role of *Eif3h* in ASD is not clearly understood, a recent study has shown that *Eif3h* can directly interact with the mammalian target of rapamycin (mTOR) and collybistin (a neuron-specific Rho-GEF) to downregulate the mTORC1 signaling cascade which is highly implicated in ASD^92^. Similar to our study, Wang et al. have investigated the effects of BPA exposure during pregnancy and lactation by treating the dams with 5 mg/kg maternal BW/day, 50 mg/kg maternal BW/day, or vehicle control from the discovery of pregnancy to 21 days after birth^93^. They found that the high concentration of BPA could promote the apoptosis of CA1 hippocampal neurons of male offspring rats, but had little effect on female offspring, suggesting that the sex difference in the BPA effects on hippocampal viability is reproducible at least at the high concentrations. However, the role of *Mief2* and *Eif3h* in BPA-induced loss of hippocampal neurons and ASD susceptibility deserve further investigations.

In addition to the genes involved in neuronal cell death and viability, many ASD candidate genes related to neuritogenesis were also differentially expressed in the hippocampus of exposed offspring in a sex-dependent manner. Among those were *Cux1*, *Kdm5c*, *Arhgap32*, and *Itga4* which were increased in the hippocampus of male offspring prenatally exposed to BPA but not in that of the female. In fact, *Cux1* was found to be significantly downregulated in the female offspring. *Cux1* (cut like homeobox 1) is a protein-coding gene that controls neuronal differentiation in the brain, and the downregulation of this gene results in a dendritic reduction in neurons^73^. *Kdm5c* (lysine demethylase 5C) mediates the methylation modifications of histone H3 at lysine 4 and plays an important role in the neuronal cell differentiation and dendritic growth^94^. Loss-of-function mutation of this gene in a human neuronal cell line resulted in decreased neurite outgrowth^72^. *Arhgap32* (Rho GTPase-activating protein 32) is involved in the differentiation of neuronal cells during the formation of neurite extensions^95^. *Itga4* (integrin subunit alpha 4) encodes a member of the integrin alpha chain family of proteins, and the upregulation of *Itga4* in neuronal cells is associated with neurite outgrowth in vitro^74^. All of these genes have been implicated in ASD^96–100^. In male offspring, the expression levels of these genes in response to BPA exposure were correlated with the number of neurite branches, the number of primary neurites, and the total neurite length, but inversely correlated with learning and memory, especially object recognition memory. Although we found that prenatal exposure to BPA significantly promoted the neuritogenesis-related phenotypes, including the length of neurites, the number of primary neurites and the number of neurite branches, the relationships between the expression of these genes and theses neuritogenesis parameters were not as clear as those observed in the male. A recent study has shown that an autism-related genomic variant in the Human Accelerated Regions 426 (HAR426) increased human *Cux1* promoter activity and the overexpression of *Cux1* resulted in increased spine density and spine head surface area^96^. Moreover, *Cux1* binds an intronic haplotype (rs1861972-rs1861973 A-C) in the homeobox transcription factor ENGRAILED2 (EN2) which was found to be associated with ASD^97^, suggesting that *Cux1* may involve in the risk of ASD. Contrary to the finding in male hippocampal cells, the expressions of these genes were inversely correlated with the number of neurite branches of female hippocampal cells. These findings suggest that the effects of prenatal BPA exposure on neurite formation are sex-dependent and that there may be other factors involved in neuritogenesis-promoting effects of BPA in the female besides these selected genes. Unlike our findings, previous studies have reported that exposure to BPA decreased the neurite lengths and complexity^101–104^. Wang et al. (2019) investigated the effect of chronic exposure to BPA on human glutamatergic neurons derived from human embryonic stem cells (hESCs)^103^. They found that chronic exposure of different concentrations of BPA (0, 0.1, 1.0, and 10 μM) to human glutamatergic neurons for 14 days reduced neurite outgrowth in a concentration-dependent manner. Similarly, Liang et al. reported that direct exposure to 1 nM BPA in vitro decreased the neurite length of neuron-like cells differentiated from neural stem cells derived from human embryonic stem cells (hESCs)^102^. The differences observed in our findings and theirs are possibly due to the difference in cell models and BPA treatment procedure. Inasmuch as ASD is an early-onset neurodevelopmental disorder and the pathobiology is thought to begin as early as in the embryonic stage, in this study we therefore focused on the effects of prenatal exposure to BPA and did not further treat the cells or the pups with BPA after birth. Thus, the effects of prenatal BPA exposure on neurite formation in the offspring observed here are likely to result from multiple factors both from the mother and from the offspring during the embryonic stage rather than direct toxicity of BPA on the cells only. The interplay between changes in the mother and in the offspring in response to gestational exposure to BPA should be further investigated. In addition to enhanced neuritogenesis, we found that prenatal BPA exposure markedly decreased the size of the hippocampal cell body, reminiscent of ASD^105,106^.

*Atp8A1* (ATPase Phospholipid Transporting 8A1) is another gene differentially expressed in the hippocampus of the offspring in response to BPA exposure. *Atp8A1* is upregulated in the hippocampus of male offspring but suppressed in the female. Our correlation analysis showed that changes in the expression levels of this gene were inversely correlated with the learning and memory ability of offspring. This gene encodes an aminophospholipid translocase (APLT) or flippase that translocates phosphatidylserine (PS) and phosphatidylethanolamine (PE) across the lipid bilayers^77^. Kerr et al. has found that Atp8a1 protein was overexpressed in post-mortem tissue homogenates from the hippocampus and temporal lobe of children with ASD compared to age-matched controls^107^. Both increased and decreased levels of *Atp8a1* during early development reduced excitatory synapses in CA1. Overexpression of this gene resulted in autistic-like sociability behavior in adult mice^107^. Moreover, we found that male offspring prenatally exposed to BPA, but not female, exhibited significant impairments in learning and memory. Our results are consistent with previous studies which demonstrated that maternal BPA exposure impairs behaviors in the offspring^56,60,108–110^, particularly learning and memory in males^83,104^.

## Conclusion

This is the first study to demonstrate that prenatal exposure to BPA disrupts ASD-candidate genes that are involved in neuronal viability, neuritogenesis, and learning/memory and that changes in the expression of these genes are correlated with neuronal characteristics and behaviors disrupted in response to BPA in a sex-dependent manner. By integrating the transcriptome profiling data and neurological phenotypes both at the cellular and behavioral levels, we identified candidate genes that are potentially involved in each neurological trait. Moreover, the sex-specific relationships between the expression of these genes and neurological traits strongly suggest that BPA negatively impacts the brain transcriptome and neurological functions in male and female offspring through different molecular mechanisms, which should be investigated thoroughly in the future. In addition, the role of these genes in neuronal viability, neuritogenesis, and learning/memory and the link between prenatal BPA exposure, dysregulation of these genes, and ASD susceptibility in each sex should be further studied. A better understanding of BPA effects on the brain and its underlying mechanisms would raise awareness about the safety of BPA or other endocrine-disrupting chemicals. Moreover, since microplastics and nanoplastics pollutions have now become a global problem and humans are widely exposed to BPA, this kind of study may also lead to the identification of molecular targets for prevention and/or treatment of diseases related to BPA toxicity including ASD in the future.

## Materials and methods

### Animals and treatment

Eight-week-old female Wistar rats were purchased from the National Laboratory Animal Center (NLAC), Thailand. Female rats at gestational day 1 (GD1) were divided into 2 groups (BPA treatment group and control group). Each rat was weighed daily, and the weight was used to calculate the dose of BPA or vehicle control. Female rats were treated with 5000 µg/kg BW of BPA or an equivalent volume of vehicle control as described in our previously published study^17^. This dose was selected based on the no-observed-adverse-effect level (NOAEL) for BPA determined by the US Food and Drug Administration (FDA) and the European Food Safety Authority (EFSA). Briefly, a stock BPA solution was prepared in absolute ethanol at a concentration of 250 mg/mL and initially diluted in corn oil to a final concentration of 5000 µg/kg BW. Each rat was treated daily with 5000 µg/kg BW or vehicle control by intragastric administration from GD1 until delivery. All animals were housed at the Chulalongkorn University Laboratory Animal Center (CULAC) under standard temperature (21 ± 1 °C) and humidity (30–70%) on a 12 h/12 h light/dark cycle with food and reverse osmosis-UV water available ad libitum. All animal procedures were approved by the Chulalongkorn University Animal Care and Use Committee (Animal Use Protocol Numbers 1673007, 1773011, and 2073011), Chulalongkorn University. All procedures were performed in accordance with relevant guidelines and regulations.

### RNA isolation and quantitative RT-PCR

Total RNA was extracted from the hippocampi using a mirVana miRNA isolation kit (Ambion, USA) according to the manufacturer’s protocol to confirm the expression profiles of the genes related to cell death and survival, neuritogenesis, and behaviors (BPA n = 12, male pups n = 6 and female pups n = 6; control n = 12, male pups n = 6 and female pups n = 6). Information about the samples used in this study is presented in Supplementary Table S20. Four genes related to cell death, four neuritogenesis-related genes, and five behavior-related genes were selected based on the analysis of our transcriptome data (accession no. GSE140298; https://www.ncbi.nlm.nih.gov/gds/) for confirmation using qRT-PCR. The prediction of biological functions associated with these genes was analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis)^68^. Significant biological functions associated with these genes were identified using Fisher's exact test (*P* value < 0.05). Total RNA was used to synthesize cDNA using a RevertAid RT reverse transcription kit (Thermo Fisher Scientific, USA) according to the manufacturer’s protocol as described previously^17,22^. Briefly, 0.5 µg of total RNA was used to generate the first-strand cDNA in a reaction containing 1 µL of oligo dT_18_ primers and DEPC-treated water. The samples were then incubated at 65 °C for 5 min and chilled on ice for 10 min. Then, the sample was mixed with 4 µL of reaction buffer, 1 µL of RNase inhibitor, 1.5 µL of 10 mM dNTP mix, and 1 µL of reverse transcriptase to synthesize the cDNA templates. The cDNA synthesis reaction was incubated at 25 °C for 5 min followed by incubation at 42 °C for 60 min. The cDNA reaction mixture was diluted to a volume of 50 μl with nuclease-free water and used as a template for subsequent qRT-PCR analysis as described previously^17,22^. qRT-PCR was performed using AccuPower 2X GreenStar qPCR MasterMix (Bioneer, Korea) according to the manufacturer’s protocol. Briefly, 1 μl of cDNA template was mixed with 2× Greenstar Master Mix, forward primers, reverse primers, and nuclease-free water. The reaction was performed under the following conditions: predenaturation at 95 °C for 15 min followed by 40 cycles of denaturation at 95 °C and annealing/extension at 55 °C for 30 s. All reactions were performed in at least 3 replicates. Product formation was confirmed by a melting curve analysis (65–95 °C). The expression levels were calculated using the 2^−ΔΔCt^ method with the 18S ribosomal RNA (*Rn18s*) gene as an endogenous control as described previously^17,22^. The sequences of the forward and reverse qPCR primers for rat *Mief2*, *Eif3h*, *Tp53bp1*, *Npas3*, *Cux1*, *Kdm5c*, *Arhgap32*, *Itga4*, *Atp8a1*, *Kmt2a*, *Cadps2*, *Grm4*, *Abca7*, and *Rn18s* are listed in Supplementary Table S21.

### Hippocampal cell viability assay

Primary hippocampal cells were isolated from three independent litters of neonatal rats that were not exposed to BPA using a previously published protocol with slight modifications^111^. Briefly, hippocampi were dissected under a stereomicroscope (Nikon, Japan) in the dissection medium (Supplementary Table S22). Then, the Neural Tissue Dissociation kit (Miltenyi Biotec, Germany) was used to dissociate the cells. Initially, 2 mL of Enzyme Mix 1 was added to the solution containing the dissection medium. The tube containing tissue chunks and enzyme mix 1 was rotated at room temperature for 20 min. Then, 30 µL of Enzyme Mix 2 was added, and the tubes were rotated for another 20 min. A fire-polished glass pipette was used to triturate the tissue. The cells were then washed twice with the N2 medium. Primary hippocampal cells were seeded in a 96-well plate precoated with poly-l-lysine (Sigma-Aldrich, USA) and cultured in the seeding medium (Supplementary Table S22) overnight. The cells were seeded at a density of 10,000 cells/well and incubated for 4 h to ensure that the cells were attached to the well. After 4 h incubation, the cells were treated with various concentrations of BPA (0, 0.01, 0.1, 1, or 10 ng/mL) and incubated for 48 h. Then, 20 µL of CellTiter 96 AQueous One Solution reagent (Promega, USA) was added to each well to detect cell viability, and the plates were incubated at 37 °C. The absorbance was read at 490 nm after 1, 2, 3, and 4 h incubation using a plate reader (Perkin Elmer, USA). The experiment was performed in at least 3 replicates.

### Immunofluorescence staining and confocal microscopy

Neonatal rat pups at postnatal day 1 (PND1) were euthanized, and the brain was collected from 3 independent litters (BPA n = 6; control n = 6). The brain was submerged in a freshly prepared solution of 4% paraformaldehyde in PBS overnight. The paraformaldehyde solution was replaced with a 30% sucrose solution in PBS, and the brain was submerged overnight at 4 °C. Excess sucrose solution was removed from the exterior of the tissue prior to embedding it in OCT (Sakura Finetek, USA). The brain was sectioned using a Leica cryostat (Leica, USA) to obtain the sections of the hippocampus. The hippocampal sections were immunostained with an antibody against NeuN, a mature neuronal marker. Briefly, the sections were dried for 15 min and washed three times with TBST (0.1% Triton X-100) for 5 min. Antigen was retrieved by boiling of the sections in 0.01 M citric acid, pH 6.0, for 30 min. Hippocampal tissue sections were then blocked with 3% BSA for 1 h at room temperature. A mouse anti-NeuN antibody (1:1000, ab104224, Abcam) was then added to the sections and incubated at 4 °C overnight. Sections were washed three times to remove the primary antibody. A secondary donkey anti-mouse antibody Alexa Fluor 488 (1:2000, ab150109, Abcam) was added and the sections were counterstained with DAPI followed by incubation at room temperature for 1 h. The sections were then washed again with TBST. The sections were mounted using ProLong Diamond Antifade reagent (Invitrogen, USA) and NeuN^+^ cells were detected using an LSM800 confocal laser scanning microscope (Carl Zeiss, Germany). The numbers of NeuN^+^, DAPI^+^, and double-positive cells in the hippocampus were counted using ImageJ software plugin with U-Net according to previously published protocol^112^.

### Neurite formation assay

A 35-mm dish (Falcon, USA) was precoated with poly-l-lysine (Sigma-Aldrich, USA) for 30 min before the cells were seeded. Primary hippocampal cells were isolated from the hippocampi of 3 different litters of neonatal rats that were prenatally treated with BPA (5000 µg/kg BW per day) or vehicle control during the gestation period. Briefly, hippocampi were digested using the Neural Tissue Dissociation kit (Miltenyi Biotec, Germany) to separate single cells using the same procedure that was used in the cell viability experiment. Subsequently, the cells were suspended in the plating medium (see detailed description in Supplementary Table S22) and seeded at a density of 65 cells per mm^2^. The cells were incubated in a cell culture incubator at 37 °C in an atmosphere containing 5% CO_2_ for 2–4 h to ensure that all cells are attached to the dish. Four hours after plating of the cells, the maintenance medium (see detailed description in Supplementary Table S22) was added to the dish to a final volume of 3 mL. Cells (150 cells/sex/treatment group) were imaged using an inverted microscope (Carl Zeiss Axio Observer, Germany) equipped with a digital camera (Nikon Eclipse TE 300, Japan) on days 0, 1, 2, 3, 4, and 7 for the neurite formation assay. The results of the neurite formation assay were analyzed using the Neurolucida software (http://www.mbfbioscience.com/neurolucida). Various parameters were evaluated, including Sholl analysis, total neurite length, number of primary neurites, neurite branching, and cell body area. Sholl analysis was performed to evaluate the total length of neurites or the number of intersections in the spheres with increasing radii, which were constructed as the radii around the cell body with a 20 µm distance between the radii. The total neurite length, number of primary neurites, and branching were measured for each hippocampal cell. A primary neurite was defined as a neurite that directly emerges from the cell body. The total area of the cell body of each hippocampal cell was measured on DIV0-DIV7 and normalized using the area of the cell body on DIV0.

### Behavioral tests

#### The NOR task

The NOR procedure was performed using previously published methods^113^. The test consists of two phases: the habituation phase and the test phase. The initial habituation phase included a 10 min session for each rat at 37–40 days of age (BPA n = 8; control n = 8). Each rat was allowed to freely explore the arena on three consecutive days. Rats were placed in the arena, and a video was recorded. The arena was cleaned with 70% ethanol before and after the experiment. The trial phase of the test consisted of (1) the familiarization trial followed by (2) the test trial. This test was performed on day 4 after three days of the habituation phase. In the familiarization trial, each rat was placed in the arena containing 2 identical objects against the center of the opposite wall with its back to the objects. The interaction between each rat and the objects was defined as direct entry into the object zone and contact with the object with the nose or whiskers. All rats were returned to their home cages between the habituation and test trials for 15 min. The test trial was then performed in the same manner as the familiarization trial, except that one object in the familiarization trial was replaced with a novel object that had a different shape and color. The object zone was randomly selected. An animal was predicted to spend more than 50% of its total object interaction time exploring the novel object. A video of the entire experiment was recorded. Experimenters were blinded to the treatment and control groups during all trials and analyses.

#### T-maze spontaneous alternation test

The T-maze spontaneous alternation test is a behavioral test measuring exploratory behavior based on the willingness of the rats to explore a new environment, i.e., a new arm of the maze. Rats 50–55 days of age (BPA n = 8; control n = 8) were initially placed in the starting arm of the T-maze; then, the animals decided to enter the left or right goal arm in eleven repeated trials. A video camera was used to record the entire experiment. The percentage of choices in favor of each goal arm was determined. Experimenters were blinded to the treatment and control group during the test and analysis of the data.

### Correlation analysis

Correlation analysis was performed to examine the possibility of the association between the gene expression level in response to BPA and the changes in neurological function. The expression value of DEGs obtained from RNA-seq data and the mean values of each neurological function were uploaded to MeV software^114,115^ to perform Pavlidis Template Matching (PTM) analysis^116^. 

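Profiles of the traits across the 4 libraries were recovered from the tabled R of the matched genes, by least squares on FPKM scaled to a mean of 0 and a length of 1. The recovered profiles gave the tabled R of genes such as Rsph3, a radial spoke gene (0.01 and 0.51 FPKM in the male and female controls, 1.13 and 2.38 FPKM in BPA). Applied to every feature measured in the 4 libraries, the recovered profiles gave an absolute R of at least 0.95 with at least 1 trait for 5852 of 16368 features (35.8%). The value per group entered into the paper's analysis is the mean of each trait, and the libraries are pools, so neither side of the correlation carries a spread between animals.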

The list of DEGs, R values, and *P* values was determined. Moreover, the expression values of selected DEGs which are ASD candidate genes were used to further examine sex differences in the correspondence of neuronal viability, neuritogenesis, and learning/memory. The expression values of DEGs were obtained from qRT-PCR analysis and matched with the mean values of each neurological function in both sexes, males, and females. R values of each correlation were determined and used to construct a heatmap in both sexes, males, and females.

### Statistical analyses

Statistical analysis was performed using the SPSS software package for Windows. The differences in cell viability between the groups, significance of the differences of the means of the numbers of NeuN^+^, DAPI^+^, and double-positive cells, the total neurite length, and cell body area in more than 2 groups were assessed using ANOVA followed by LSD post hoc test. Two-tailed Student’s t-test was performed to determine the statistical significance of the differences of the mean values of two groups in Sholl analysis, the number of primary neurites and branching of hippocampal cells, and behavioral tests. A *P* value < 0.05 was considered statistically significant.

### Ethical approval and informed consent

All animal experimental procedures were approved by the Chulalongkorn University Animal Care and Use Committee (Animal Use Protocol No. 1673007, No. 1773011, and No. 2073011), Chulalongkorn University.

## Supplementary Information

Supplementary Information.

## Data Availability

The transcriptome profiling data used in this study have been deposited in the NCBI GEO dataset database (GSE140298).

# Supplementary material for: Sex differences in the effects of prenatal bisphenol A exposure on autism-related genes and their relationships with the hippocampus functions
**Source:** Sci Rep. 2021 Jan 13;11:1241. doi: 10.1038/s41598-020-80390-2
**Supplement:** Supplementary file 1 — Supplementary Information.

**Sex differences in the Effects of Prenatal Bisphenol A Exposure on Autism-related Genes and their Relationships with the Hippocampus Functions**

Surangrat Thongkorn<sup>1</sup>, Songphon Kanlayaprasit<sup>1</sup>, Pawinee Panjabud<sup>1</sup>, Thanit Saeliw<sup>1</sup>, Thanawin Jantheang<sup>1</sup>, Kasidit Kasitipradit<sup>1</sup>, Suthathip Sarobol<sup>2</sup>, Depicha Jindatip<sup>3,4</sup>, Valerie W. Hu<sup>5</sup>, Tewin Tencomnao<sup>6</sup>, Takako Kikkawa<sup>7</sup>, Tatsuya Sato<sup>8</sup>, Noriko Osumi<sup>7</sup>, and Tewarit Sarachana<sup>4,6,\*</sup>

SYstems Neuroscience of Autism and PSychiatric disorders (SYNAPS) Research Unit,

Age-related Inflammation and Degeneration Research Unit,

E-mail addresses of co-authors:

**Supplementary Figure S1. Schematic diagram of the animal experimental design.** This figure was created with BioRender.com (<http://biorender.com>).

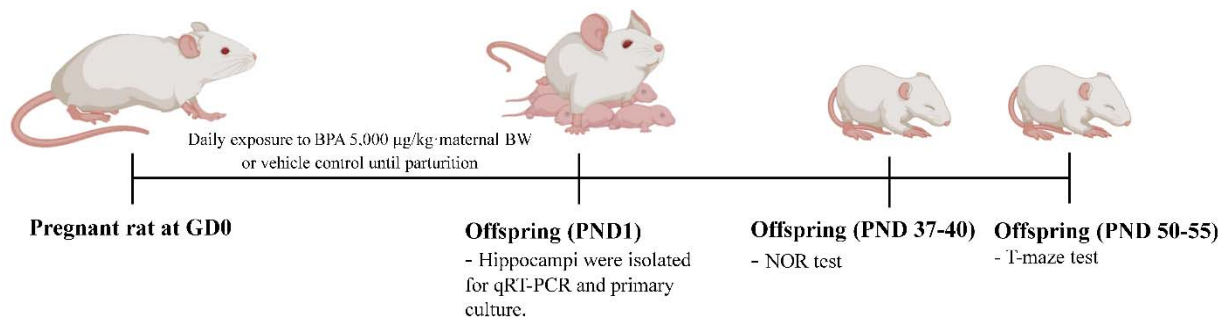

**Supplementary Figure S2. Representative images of PND1 rat offspring hippocampus. a) a coronal section of the offspring hippocampus at PND1 immunostained for NeuN (green) and DAPI (blue). The image is magnified in b). CA1, cornu ammonis 1; CA2, cornu ammonis 2; CA3, cornu ammonis 3.**

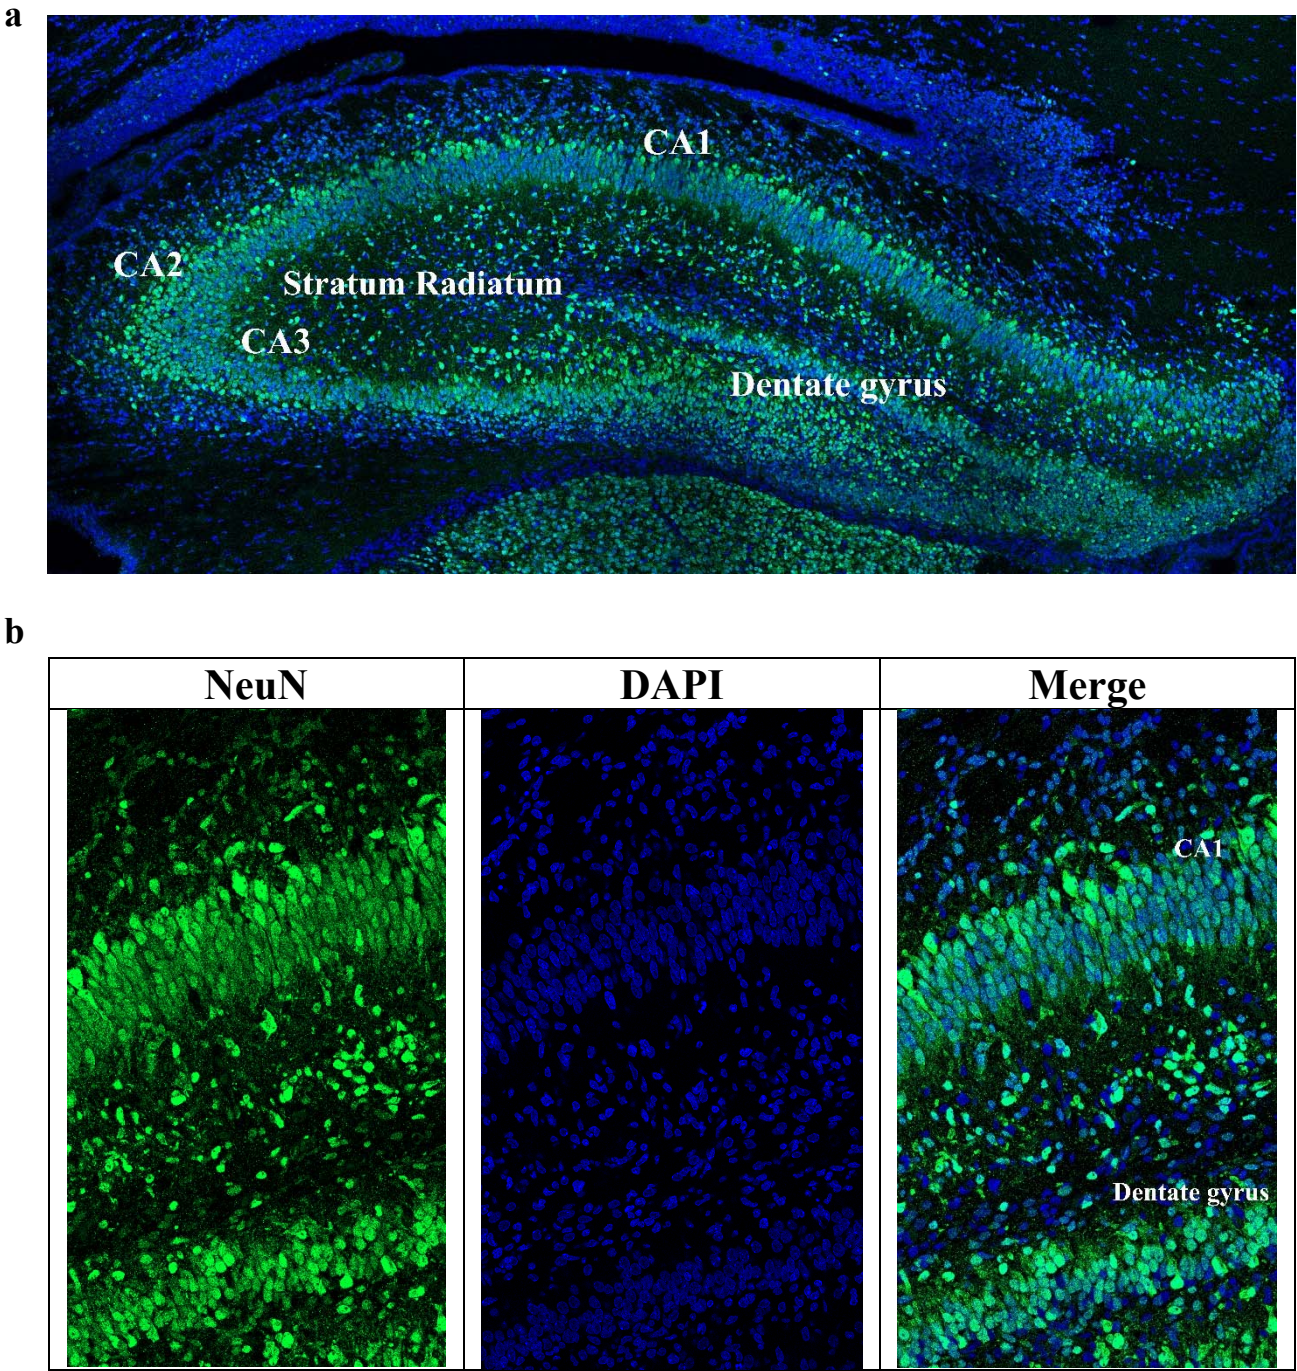

**Supplementary Table S1. Neurological functions significantly associated with DEGs in the neonatal rat hippocampus prenatally exposed to BPA.** DEGs in the neonatal rat hippocampus prenatally exposed to BPA from RNA-seq analysis were analyzed through the use of IPA (QIAGEN Inc., <https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis>)<sup>68</sup>. to predict neurological functions associated with DEGs using DEGs list from both sexes, males, and females. P-values were calculated using Fisher's exact test. P-value < 0.05 is considered as significant.

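Gene groups near the functions of this table were measured in the same libraries. Genes of RNA splicing had a median log2 ratio of 0.03 in males (percentile 98.7 of random lists of matched expression), among them the neuronal splicing regulator Ptbp2 at 61.5 FPKM in control and 78.2 FPKM in BPA and the core splicing factor Sf3b1 at 72.0 and 90.9 FPKM. Cell cycle genes were lower in both sexes, with medians of -0.09 (percentile 1.36) in males and -0.22 (percentile 0.21) in females. Examples are the mitotic ligase gene Ube2c (8.77 and 4.92 FPKM) and Cdk1 (13.0 and 8.01 FPKM) in males, and the nucleotide reductase gene Rrm2 (8.38 and 3.54 FPKM) and the replication licensing gene Mcm4 (25.0 and 13.7 FPKM) in females. Markers of neural progenitors had a median of -0.11 (percentile 1.10) in males and -0.07 (percentile 15.2) in females, with the Notch target gene Hes5 at 10.6 and 6.26 FPKM in males and 6.33 and 3.92 FPKM in females. Cholesterol synthesis was lower in 18 of 22 cases in males, with Tm7sf2 at 13.4 and 8.85 FPKM, and in 20 of 22 cases in females. Granule neuron markers of the dentate gyrus had a median of -0.31 (percentile 0.65) in females, with the granule cell regulator Prox1 at 12.8 and 7.61 FPKM. The table's P values come from the IPA knowledge base, which is not used here, and the lists above are not its functions. The percentiles above do not cover ordinary differences between libraries.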

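Further lists of functions, fixed before the data were examined, were compared in both sexes combined with limma's camera. Subunits of the translation factor eIF3 were higher in BPA in 12 of 13 cases (camera p = 0.0246, adjusted p = 0.0705, p = 0.170 with an estimated correlation; adjusted p = 0.0314 with sex as a term, and p = 0.540 with sex and an estimated correlation), with Eif3g at 62.0 FPKM in control and 74.8 FPKM in BPA females. Genes of the interferon response were lower in 9 of 11 cases (camera p = 0.0362, adjusted p = 0.0885, p = 0.339 with an estimated correlation), with the proteasome gene Psmb9 at 2.44 and 0.81 FPKM in females. Glycolysis and hypoxia genes were lower in 16 of 21 cases (limma's camera p = 0.0528, p = 0.407 with an estimated correlation; adjusted p = 0.0455 with sex as a term, and p = 0.256 with sex and an estimated correlation), among them the growth factor gene Vegfa at 20.0 and 14.5 FPKM in females. Steroid receptors and enzymes were lower in 8 of 11 cases (limma's camera p = 0.163, p = 0.281 with an estimated correlation). The estrogen receptor gene Esr1 was at 0.89, 0.40, 0.45 and 0.56 FPKM in control male, control female, BPA male and BPA female, and Esr2 was at or under 0.05 FPKM in each. Glucocorticoid response genes were higher in 6 of 12 cases (limma's camera p = 0.288, p = 0.429 with an estimated correlation), and the metallothionein gene Mt1 was at 23.8 and 34.7 FPKM in females. Xenobiotic metabolism genes were higher in 7 of 17 cases (limma's camera p = 0.534, p = 0.572 with an estimated correlation), with the cytochrome gene Cyp1b1 at 7.19 and 5.00 FPKM in males and 9.40 and 6.00 FPKM in females. Oxidative phosphorylation genes were higher in 23 of 44 cases (limma's camera p = 0.397, p = 0.689 with an estimated correlation), immediate early genes in 8 of 19 (limma's camera p = 0.860, p = 0.942 with an estimated correlation) and flippases in 3 of 6 (limma's camera p = 0.579, p = 0.627 with an estimated correlation). In females the transcription factor gene Jund was at 48.9 and 76.5 FPKM and the flippase gene Atp11b at 6.02 and 8.66 FPKM. The selected genes of cell death were higher in 2 of 4 cases (limma's camera adjusted p = 0.993, p = 0.993 with an estimated correlation). Those of neuritogenesis were higher in 2 of 4 (adjusted p = 0.993, p = 0.958 with an estimated correlation) and those of learning and memory in 1 of 3 (adjusted p = 0.555, p = 0.514 with an estimated correlation).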

**Supplementary Table S2. The number of differentially expressed genes in the hippocampus of rat offspring prenatally exposed to BPA that exhibited the changes in the expression levels correlated with each neurological function.**

**Supplementary Table S3. The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the percentage of neurons in CA2/3 of the hippocampus.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the percentage of neurons in CA2/3 of the hippocampus in both sexes of offspring.

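Genes of Supplementary Table S3 with the largest combined ratio include an assembled transcript of the sterol carrier gene Gramd1c, at 0.01 and 0.27 FPKM in the male and female controls and at 1.09 and 0.44 FPKM in BPA. A transcript of the ciliary gene Ttc21a was at 0.01 and 0.58 FPKM in controls and at 2.49 and 0.60 FPKM in BPA, and the serine dehydratase gene Sds at 0.01 and 0.09 FPKM in controls and 0.37 and 0.09 FPKM in BPA. Of the 132 entries of the paper, 57 were higher and 36 lower in BPA in both sexes, 39 had the same value in control and BPA females, and 0 had opposite directions in the sexes. In this and the following tables the entries were chosen by their R with a trait, so counts of direction are not a separate result. At least 2-fold differences in either sex were found in 9 entries, and 26 (19.7%) were assembled transcripts.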

**Supplementary Table S4. 

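For neuronal density in the whole hippocampus (Supplementary Table S4), the paper lists 450 entries, of which 200 were higher and 250 lower in BPA in both sexes. An assembled transcript of the zinc finger gene Zfp599 was at 0.01 and 0.65 FPKM in the male and female controls and at 3.58 and 2.31 FPKM in BPA. A transcript of Ric1, a regulator of Golgi transport, was at 0.01 and 0.86 FPKM in controls and at 2.96 and 1.89 FPKM in BPA. At least 2-fold differences in either sex were found in 18 entries (4.00%).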

The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the neuronal density in the hippocampus.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the neuronal density in the hippocampus.

**Supplementary Table S5. The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the neuronal density in CA1 of the hippocampus.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the neuronal density in CA1 of the hippocampus.

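In Supplementary Table S5, a transcript of Elovl7, which elongates fatty acids, was at 0.01 FPKM in both controls and at 2.85 and 0.65 FPKM in the male and female BPA libraries. A transcript of Atxn7l1 was at 0.02 and 0.01 FPKM in controls and 0.72 and 0.35 FPKM in BPA, and a transcript of the centriole gene Cep135 at 0.51 and 0.07 FPKM in BPA. The 369 entries of the paper divide into 184 higher and 142 lower in both sexes and 43 with no difference in females, and 82 (22.2%) were assembled transcripts.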

**Supplementary Table S6. 

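Supplementary Table S6, on neuronal density in CA2/3, is led by assembled transcripts of Tut7, Ube3c and Dact1 that were at 0.01 FPKM in both controls. Of its 608 entries, 265 were higher and 343 lower in BPA in both sexes, none had opposite directions, and 24 (3.95%) differed at least 2-fold in either sex. The directions follow the R by which the entries were chosen. The median absolute log2 ratio of both sexes combined, in the paper's values, was 0.393.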

The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the neuronal density in CA2/3 of the hippocampus.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the neuronal density in CA2/3 of the hippocampus.

**Supplementary Table S7. The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the neuronal density in the granular cell layer of the dentate gyrus.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the neuronal density in the granular cell layer of the dentate gyrus.

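The entries of Supplementary Table S7 are those of Supplementary Table S3 in every line, with the transcripts of Gramd1c and Ttc21a and the gene Sds at its head. Each of the 3 was at the lowest value in control male and above it in BPA male.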

**Supplementary Table S8. The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the cell density in the hippocampus.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the cell density in the hippocampus.

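Among the genes of Supplementary Table S8, transcripts of Heatr5a, an endosomal transport gene, were at 0.51 and 1.62 FPKM in the male and female controls, and those of the immunoglobulin superfamily gene Igdcc4 at 0.68 and 1.44 FPKM, each at 0.01 FPKM in both BPA libraries. Of 646 entries of the paper, 415 were lower and 161 higher in BPA in both sexes and 70 had no difference in males. The values of this table stand in another order than its column names, and were read as R, P and log2 ratio.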

**Supplementary Table S9. The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the cell density in CA1 of the hippocampus.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the cell density in CA1 of the hippocampus.

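Cell density in CA1 (Supplementary Table S9) has 717 entries in the paper, with 440 lower and 277 higher in BPA in both sexes. Transcripts of Tut7, Ube3c and Dact1 lead this table too, and were measured only in the BPA libraries of both sexes. Assembled transcripts made up 99 entries, and 23 entries differed at least 2-fold in either sex.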

**Supplementary Table S10. 

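In Supplementary Table S10, on cell density in CA2/3, transcripts of Fam114a2 and Apbb2 have the lowest combined ratios, being measured in both controls and at the lowest value in both BPA libraries. Of 777 entries of the paper, 501 were lower and 276 higher in BPA in both sexes, and 27 (3.47%) differed at least 2-fold in either sex.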

The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the cell density in CA2/3 of the hippocampus.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the cell density in CA2/3 of the hippocampus.

**Supplementary Table S11. The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the cell density in the granular cell layer of the dentate gyrus.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the cell density in the granular cell layer of the dentate gyrus.

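The pair of Ptprd transcripts with opposite values stands with Ube3c at the head of Supplementary Table S11 on cell density in the dentate gyrus. Of its 793 entries, 112 (14.1%) were assembled transcripts and 24 (3.03%) differed at least 2-fold in either sex.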

**Supplementary Table S12. The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the neurite length of primary hippocampal cells at DIV3.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the neurite length of primary hippocampal cells at DIV3.

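Spink2, a protease inhibitor gene at 0.01 FPKM in both controls, leads Supplementary Table S12, followed by transcripts of Rsph3 and Lrrc57 that were higher in BPA in both sexes. Of the 443 entries of the paper, 261 were lower and 182 higher in BPA in both sexes, and 12 (2.71%) differed at least 2-fold in either sex.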

**Supplementary Table S13. 

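For neurite length at the later day of culture, Supplementary Table S13 has 722 entries in the paper, led by transcripts of Tut7, Ube3c and Dact1. In BPA 450 entries were lower and 272 higher in both sexes, 94 (13.0%) were assembled transcripts, and 22 (3.05%) differed at least 2-fold in either sex.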

The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the neurite length of primary hippocampal cells at DIV7.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the neurite length of primary hippocampal cells at DIV7.

**Supplementary Table S14. The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the number of neurites ( $\geq 20 \mu\text{m}$ ) of primary hippocampal cells at DIV7.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the number of neurites ( $\geq 20 \mu\text{m}$ ) of primary hippocampal cells at DIV7.

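The lowest combined ratios of Supplementary Table S14, on the number of neurites, belong to transcripts of Ptprd, Heatr5a and Igdcc4, all at the lowest value in both BPA libraries. Of its 697 entries, 465 were lower and 232 higher in BPA in both sexes.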

**Supplementary Table S15. The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the number of neurites ( $\geq 100 \mu\text{m}$ ) of primary hippocampal cells at DIV7.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the number of neurites ( $\geq 100 \mu\text{m}$ ) of primary hippocampal cells at DIV7.

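The Cep170 transcript, measured in controls alone, leads Supplementary Table S15, before the transcripts of Ptprd and Heatr5a. The 764 entries of the paper hold 535 that were lower and 229 that were higher in BPA in both sexes, and 119 (15.6%) were assembled transcripts.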

**Supplementary Table S16. 

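Slc47a1, which exports organic cations, was at 0.27 and 0.96 FPKM in the male and female controls and at 0.13 and 0.01 FPKM in BPA, and the chemokine gene Ccl2 was at 0.16 and 0.80 FPKM in controls and 0.16 and 0.01 FPKM in BPA. The keratin gene Krt28 was at 0.10 and 0.01 FPKM in controls and 0.21 and 0.31 FPKM in BPA. They head Supplementary Table S16, on the number of primary neurites, in which 304 of 479 entries were lower and 130 higher in BPA in both sexes and 45, Ccl2 among them, had no difference in males.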

The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the number of primary neurites of primary hippocampal cells at DIV7.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the number of primary neurites of primary hippocampal cells at DIV7.

**Supplementary Table S17. The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the number of branches of primary hippocampal cells at DIV7.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the number of branches of primary hippocampal cells at DIV7.

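At the head of Supplementary Table S17 stand the transcripts of Ube3c and Ptprd. Of 795 entries of the paper, 113 (14.2%) were assembled transcripts and 25 (3.14%) differed at least 2-fold in either sex, and the median absolute combined log2 ratio in the paper's values was 0.391.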

**Supplementary Table S18. The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the NOR discrimination index of the rat offspring.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the NOR discrimination index of the rat offspring.

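Igsf9b, with an assembled transcript higher in BPA in both sexes, leads Supplementary Table S18. A transcript of the teneurin gene Tenm1 was at 0.28 and 0.01 FPKM in the male and female controls and at 2.01 and 1.16 FPKM in BPA, and a transcript of the actin-binding gene Palld at 0.10 and 0.01 FPKM in controls and 0.81 and 0.32 FPKM in BPA. Of the 562 entries of the paper, 332 were lower and 230 higher in BPA in both sexes, and 12 (2.14%) differed at least 2-fold in either sex.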

**Supplementary Table S19. 

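A transcript of Haghl, a glyoxalase-like gene, was at 0.30 and 0.01 FPKM in the male and female controls and at 4.39 and 1.00 FPKM in BPA. With the transcripts of Elovl7 and Cep135, both at the lowest value in controls, it heads Supplementary Table S19, on alternation in the T-maze, in which 91 of 186 entries were higher and 68 lower in BPA in both sexes, 27 had no difference in females and 48 (25.8%) were assembled transcripts.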

The list of genes that are differentially expressed in the offspring hippocampus in response to prenatal BPA exposure that exhibited the changes in the expression levels correlated with the percentage of alternation of the rat offspring in the T-maze test.** The transcriptome profiling data of DEGs in male and female rat offspring prenatally exposed to BPA (n = 6, male pups n = 3 and female pups n = 3, from independent litters) or the vehicle control (n = 6, male pups n = 3 and female pups n = 3, from independent litters) were obtained and used for the PTM analyses to identify DEGs that exhibited the changes in the expression levels correlated with the percentage of alternation of the rat offspring in the T-maze test.

**Supplementary Table S20. The characteristics of neonatal rat pups used for RNA-seq and qRT-PCR analyses.**

**Supplementary Table S21. List of primers for qRT-PCR analysis.**

**Supplementary Table S22. Compositions of the media used for primary hippocampal cell culture in this study**

How the deposited data were processed for this re-analysis (not part of the article)

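RNA from the hippocampus of rat pups at postnatal day 1 was measured in 4 libraries: control male, control female, BPA male and BPA female. Each library was made from the pooled tissue of 3 pups, and there was 1 library per condition. The dams had received 5000 µg of BPA per kg of body weight per day, or vehicle. The authors deposited normalized expression values that are read here as FPKM, scaled by transcript length and library size and rounded to 2 decimals; the file headers name no unit, and the reading rests on the values. The aligner, counting program, genome build and annotation are not given in the sources used here. The lowest value, 0.01 FPKM, was taken as no detected expression.

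Known genes carry Entrez numbers, and their symbols are the deposited ones. A RefSeq table replaced clone or predicted names, and the best protein match named some genes, such as Cadps2. Assembled transcripts were assigned to a gene by the best protein match in the files, and 873 genes then had more than 1 feature. Numbers of fragments were estimated from each value, the transcript length and the library depth, and the depth was inferred from the steps between low values. Counting error at that depth gave on average 3.07 features with a 2-fold difference in males, with a highest value of 9 in 100 draws over the 4 pairs of libraries. The results rest on python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.

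Both sexes combined were compared with limma (trend) on log2(FPKM + 1), 2 BPA libraries against 2 controls, for features of at least 1 FPKM in at least 2 libraries, at a false discovery rate of 0.05. Gene lists were tested on gene sums with camera (preset correlation 0.01, and an estimated correlation) and with fry. Within a sex, and between the sexes at 1 treatment, the log2 ratio of FPKM + 1 was taken for features with at least 20 estimated fragments over the 2 libraries. A 2-fold difference was counted without a test. Exact conditional binomial 95% intervals were computed for single genes, from summed fragments where features were summed. The median of each list was compared with 10000 random lists of matched expression, which takes genes as independent and does not cover differences between libraries. The entries of the paper's correlation tables were matched to features by protein identifier and combined ratio (tolerance 0.0015), and 17 random traits were drawn 1000 times.

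The methods were tested on simulated data. In 2 against 2 libraries, limma called 171 of 200 features that were changed 2-fold, with 26 false calls, and 199 of 200 changed 4-fold, with 27 false calls. The ratio method recovered 196 of 200 features changed 2.5-fold with 0 false ones. Among lists, 4 of 100 without a shift and 95 of 100 with a shift of 0.3 lay beyond the middle 95% of random lists.

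Genes named in the text were fixed by a rule before the data were examined: the genes selected by the paper with Esr1, Esr2, Oxt and Avp, the 10 highest and 10 lowest of each comparison with enough reads, the 6 largest opposite ratios between the sexes, the 4 members with the largest difference in each list, and the 3 genes with the largest tabled ratio in each correlation table (those tables had been seen). In the combined comparison no gene passed, so the genes with the smallest p were taken, as the rule says. The gene lists cover functions (apoptosis, neurite outgrowth, learning and memory, autism candidates and others) and cell types of the hippocampus and nearby tissue. Genes named outside the rule are marked as chosen after their values were seen.

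Some choices were made after the files were seen, because the values were FPKM and not counts: the filter of 1 FPKM, the estimated fragments in place of counts, the test of lists on gene sums, the assignment of assembled transcripts to genes, and the recovery of trait profiles from the tabled R. For the selected genes, single features had been planned as the leading value and gene sums as the alternative. These were exchanged after the values were seen, and the text gives both. Alternatives changed the scaling, the filter, the pseudocount, the fold threshold, the level of genes or features, the term for sex, and left out each library in turn. The samples for qRT-PCR, imaging, neurites and behavior are not analysed here, and neither are the IPA results. Some genes that the rule names are not reported here.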

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

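Apart from the test of matrix genes off the marker list, whose bound was set beforehand, the tests below were chosen after the result was seen. The rule that takes genes as opposite between the sexes (both counting intervals exclude 1, on opposite sides) was set after the values were seen too.

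Dio3, which inactivates thyroid hormone, had a ratio of BPA to control above 1 in males and below 1 in females, a log2 difference of 2.80 between the sexes. The same held for Ptgds (3.92), Hmgb2l1 (2.49), Ogn (2.41), Kpna2 (2.04), Igf2 (2.01), Nadsyn1 (1.17), Fam227a (1.14), Ppp1r14b (1.08) and, with its transcripts summed, Tp53bp1 (0.21). The differences were negative, with lower ratios in males, for Mrps34 (-2.92), Fam241a (-1.49) and Med30 (-0.99). For Kpna2 the value is that of a single feature, and with its 3 features summed the opposite ratios were not seen. With 1 library per condition these differences between the sexes were not tested. Ttr, a gene that the paper does not discuss, was higher in BPA in both sexes, 2.69-fold in males and 10.7-fold in females.

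Assembled transcripts differed at least 2-fold far more often than known genes in each of the 4 comparisons, BPA with control and female with male. The share of transcripts of shared genes with such a difference was 1.07 times as high between treatments as between sexes. That ratio shows little excess between treatments, but it cannot exclude that BPA changes the use of some transcripts. Of the features at least 2-fold in both sexes, 41 had the same direction and 26 the opposite one, where independent lists give 2.39 and 2.38. With at least 100 estimated reads, 24 had the same direction and 6 the opposite one. Random splits of the reads gave at most 5 assembled transcripts with a 2-fold difference in males or females, which argues against counting error. Of the transcripts of shared genes that differed, 94.0% or more in each sex belong to genes whose sum differed by less than 1.5-fold. Reads of near-identical transcripts that are divided differently in each library remain a candidate explanation.

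Meningeal fibroblast genes were higher in the control female library, among them Ptgds at 28.9, 209.3, 40.2 and 18.1 FPKM in control male, control female, BPA male and BPA female. An effect of BPA of about the same size in both sexes is argued against, since 0 of the list's genes were lower by 0.8 or more in males. A smaller effect in males cannot be excluded by that bound. In males Col1a1 was lower (log2 ratio -0.65) and Ogn higher (0.47) in BPA. More meningeal tissue in the control female pool and an effect of BPA in females on genes that differ between control sexes cannot be told apart, because 1 library carries the pattern; the list's median was 0.107 between female and male BPA libraries, which both allow. Matrix genes off the list had a median of 0.062 in control female, under the bound of 0.1 set beforehand against more meningeal tissue, but 112 of these 228 features were at 5 FPKM or more in each of the other 3 libraries, so the set was too wide to show a small share of tissue. That reading of the bound was made after the result was seen.

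Ttr differed between the libraries, at 64.8-fold more in control male than in control female. Of the 10 other choroid plexus markers, 10 were higher in BPA male than in control male, which argues, in males, against a rise of Ttr apart from the other choroid plexus genes. In control female 8 of the 10 were lower than in control male, so different amounts of choroid plexus in the pools may account for Ttr between the males and between the controls. In females 4 of the 10 were higher in BPA, most of them at low values, and neither explanation is settled there. An effect of BPA on the choroid plexus as a whole stays open, as untested.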

How the results depend on the processing

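Alternatives that took known or assembled features apart, ratios without a pseudocount, limma with pseudocount 0.1, single transcripts of the selected genes, and summed features of genes named for a sex or as opposite were chosen after the data were seen; the others were planned. For single genes, 71 of 81 alternatives lay within the counting interval or, for the selected genes, moved by no more than the distance from its middle to its end on the log2 scale, 7 moved further and 3 reversed. The 3 came from summing the features of the gene, with log2 ratios of -0.087 for Ftl1 in males and, for Kpna2, -0.085 in males and 0.017 in females. The same sums moved Hbbl1, Ncbp2 and Rps28 in males and Zfp707 and Zfp36l2 in females, and pseudocount 10 moved Kmt2a in males and Npas3 in females. Mief2 and Arhgap32 in females, whose intervals include 1, went from -0.03 to 0.01 and to 0.02 with median-ratio factors. Of 83 alternatives of counts and shares, 40 stayed within 1.5 times.

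In both sexes combined, limma called 0 features without a filter, with median-ratio factors and with gene sums, and 2 with sex as a term. Leaving out 1 library gave from 0 to 3 calls (3 without control female, 1 without BPA male), where the lone library is assumed to vary like the pair.

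Counts of features with a 2-fold difference are given for males, females, control sexes and BPA sexes in that order. They were 140, 195, 226 and 151 with at least 100 estimated reads, 657, 775, 738 and 647 with pseudocount 0.1, and 10, 12, 28 and 11 with pseudocount 10. They were 825, 1081, 1038 and 877 at 1.5-fold, 69, 110, 133 and 82 with the features of a gene summed, and 2402, 2669, 1976 and 1905 with no pseudocount and no filter. Known genes gave 28, 67, 81 and 42, features that alone make their gene 64, 103, 126 and 76, and assembled transcripts sharing a gene 218 between control sexes. The causes of these changes were not tested. Of the features with a 2-fold difference in females, 42.3% were higher in BPA. The share was 31.8% with gene sums, 32.9% at 1.5-fold, 17.9% of known genes and 66.7% with pseudocount 10 (8 of 12), and from 31.1% to 47.9% with the other alternatives.

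The share with the same direction in both sexes was 80.0% with at least 100 estimated reads and 100.0% with pseudocount 10 and among known genes (2 features each). Gene lists past camera fell from 13 to 0 with an estimated correlation and 0 with fry, and were 18 with sex as a term. The estimated correlation leaves few degrees of freedom with 4 libraries, so the fall to 0 does not count against the lists. Single transcripts of the selected genes gave 8 in males and 11 in females with a 2-fold difference, against 0 for gene sums.

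Total scaling alone and the deposited values with pseudocount 1 are the setting used throughout. DESeq2 and TMM in edgeR were not run, since both need counts. Depth limits low features most: below 20 estimated fragments no ratio was taken.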

Differences from the paper's values

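The paper takes P under 0.05 as significant in general, but names no test and no fold threshold for its counts of differentially expressed genes. The counts below are therefore set beside the paper's without a common threshold.

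For both sexes combined, the paper's count is 4525 and the count here is 0 of 13717 features past a false discovery rate of 0.05 in limma (669 at an unadjusted p under 0.05, and 1204 with sex as a term). No alternative set before the data were examined reaches the paper's count: no filter, median-ratio factors, gene sums and leaving out sex-linked and erythroid genes each gave 0, sex as a term gave 2, and leaving out 1 library gave 0 to 3. In males the paper's count is 2078 and the count here is 274 features differing at least 2-fold. In females the paper's count is 3522 and the count here is 357. No alternative set before the data were examined comes within 1.5 times of either, the highest being the 1.5-fold threshold with 825 features in males and 1081 in females. A ratio of the deposited values with no pseudocount and no filter, chosen after the values were seen, gave 2402 in males and 2669 in females, both within 1.5 times of the paper's. Under it 2535 of the 3337 features in the paper's correlation tables are under 2-fold in both sexes, and 5 of the 12 measured selected genes in males and 6 in females have no feature with a 2-fold difference.

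The paper states that Cux1, Kdm5c, Arhgap32 and Itga4 are higher in BPA males in its profiling and qRT-PCR. Here Cux1 (46.0 and 47.1 FPKM in control and BPA), Kdm5c (24.1 and 25.9 FPKM) and Arhgap32 (20.4 and 21.0 FPKM) were higher with intervals that include 1, and Itga4 was lower (2.94 and 1.75 FPKM). Single transcripts of Kdm5c (0.97 and 2.58 FPKM) and Cux1 (0.01 and 0.77 FPKM) were higher at least 2-fold on the plain ratio, and another of Cux1 was lower (1.48 and 0.01 FPKM). In females, the paper's qRT-PCR has Cux1, Atp8a1, Cadps2 and Grm4 reduced by BPA. Here Cux1 was higher in BPA females (40.2 and 49.4 FPKM, with an interval above 1 that covers counting error only). Cadps2 (7.46 and 5.81 FPKM) and Grm4 (2.53 and 2.06 FPKM, with an interval that includes 1) were lower, and Atp8a1 was not measured.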

Other observations

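In females, markers of microglia were lower in 10 of 14 cases, with the adaptor gene Tyrobp at 8.32 FPKM in control and 4.29 FPKM in BPA and the chemokine receptor gene Cx3cr1 at 3.85 and 2.00 FPKM, while in males 9 of 14 were higher, with Aif1 at 4.39 and 8.31 FPKM. In both sexes combined microglial markers were higher in 7 of 13 cases (limma's camera adjusted p = 0.993, p = 0.989 with an estimated correlation). Markers of the oligodendrocyte lineage were lower in 10 of 11 cases (camera adjusted p = 0.0310, p = 0.112 with an estimated correlation), with Olig1, a factor of oligodendrocyte precursors, at 76.9 and 50.8 FPKM in males and 52.5 and 39.8 FPKM in females. The astrocyte gap junction gene Gja1 was at 34.4 and 17.8 FPKM in females, and the glutamate transporter gene Slc1a2 at 52.9 and 38.8 FPKM in males. The thyroid hormone transporter gene Slco1c1 was at 50.3 and 33.3 FPKM in females, and Klf9, a target of thyroid hormone and glucocorticoids, at 5.22 and 2.72 FPKM in males.

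CA3 markers were lower in 4 of 4 cases (camera adjusted p = 0.0310, p = 0.118 with an estimated correlation), and CA1 markers higher in 3 of 5 (limma's camera adjusted p = 0.153, p = 0.266 with an estimated correlation), with Pou3f1 at 14.2 and 21.5 FPKM in females and 25.2 and 20.4 FPKM in males. Dentate granule markers were lower in 4 of 4 cases (limma's camera adjusted p = 0.0885, p = 0.169 with an estimated correlation; adjusted p = 0.0404 with sex as a term, and p = 0.247 with sex and an estimated correlation), inhibitory neuron markers in 11 of 13 (adjusted p = 0.0891, p = 0.358 with an estimated correlation) and progenitor markers in 8 of 12 (adjusted p = 0.153, p = 0.466 with an estimated correlation). Excitatory neuron markers were higher in 7 of 12 cases (limma's camera adjusted p = 0.320, p = 0.469 with an estimated correlation), with Neurod2 at 48.3 and 68.8 FPKM in females. Cajal-Retzius markers were higher in 2 of 5 cases (limma's camera adjusted p = 0.727, p = 0.683 with an estimated correlation). Endothelial markers were lower in 8 of 8 cases (limma's camera adjusted p = 0.0683, p = 0.359 with an estimated correlation) and pericyte markers in 6 of 7 (adjusted p = 0.0885, p = 0.180 with an estimated correlation; adjusted p = 0.0212 with sex as a term, and p = 0.220 with sex and an estimated correlation). Erythroid genes were lower in 5 of 7 cases (camera adjusted p = 0.0258, p = 0.222 with an estimated correlation), with Hba1 at 610.3 and 486.5 FPKM in males but at 463.4 and 563.8 FPKM in females.

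Markers of neighbouring brain regions were lower in 5 of 5 cases for thalamus (limma's camera adjusted p = 0.141, p = 0.450 with an estimated correlation) and 6 of 9 for striatum (adjusted p = 0.331, p = 0.339 with an estimated correlation). Within a sex, 19 of 43 lists in males and 15 of 43 in females lay beyond the middle 95% of random lists, where 2.15 are expected if lists were independent. Between the sexes, 12 did among controls and 7 among BPA libraries. Oxt was at 0.24 FPKM in control male and 0.01 FPKM in BPA male, which is 1 estimated fragment against 0, too few to give a direction. It has no value in the female libraries.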
